# The Roles of Co-Chaperone CCRP/DNAJC7 in *Cyp2b10* Gene Activation and Steatosis Development in Mouse Livers

**DOI:** 10.1371/journal.pone.0115663

**Published:** 2014-12-26

**Authors:** Marumi Ohno, Tomohiko Kanayama, Rick Moore, Manas Ray, Masahiko Negishi

## Abstract

Cytoplasmic constitutive active/androstane receptor (CAR) retention protein (CCRP and also known as DNAJC7) is a co-chaperone previously characterized to retain nuclear receptor CAR in the cytoplasm of HepG2 cells. Here we have produced CCRP knockout (KO) mice and demonstrated that CCRP regulates CAR at multiple steps in activation of the *cytochrome* (*Cyp*) *2b10* gene in liver: nuclear accumulation, RNA polymerase II recruitment and epigenetic modifications. Phenobarbital treatment greatly increased nuclear CAR accumulation in the livers of KO males as compared to those of wild type (WT) males. Despite this accumulation, phenobarbital-induced activation of the *Cyp2b10* gene was significantly attenuated. In ChIP assays, a CAR/retinoid X receptor-α (RXRα) heterodimer binding to the *Cyp2b10* promoter was already increased before phenobarbital treatment and further pronounced after treatment. However, RNA polymerase II was barely recruited to the promoter even after phenobarbital treatment. Histone H3K27 on the *Cyp2b10* promoter was de-methylated only after phenobarbital treatment in WT but was fully de-methylated before treatment in KO males. Thus, CCRP confers phenobarbital-induced de-methylation capability to the promoter as well as the phenobarbital responsiveness of recruiting RNA polymerase II, but is not responsible for the binding between CAR and its cognate sequence, phenobarbital responsive element module. In addition, KO males developed steatotic livers and increased serum levels of total cholesterol and high density lipoprotein in response to fasting. CCRP appears to be involved in various hepatic regulations far beyond CAR-mediated drug metabolism.

## Introduction

Constitutive active receptor (CAR) was originally characterized as a drug-activated nuclear receptor that induces hepatic drug metabolism and secretion by activating genes that encode enzymes such as cytochrome P450s (CYP), sulfotransferases and UDP-glucuronosyltransferases as well as drug transporter genes [1]–[7]. Subsequently, regulation by CAR has been extended far beyond drug metabolism to hepatic energy metabolism and cell growth and death, thereby becoming a critical factor in the development of diseases including diabetes and hepatocellular carcinoma [8], [9]. Therefore, understanding the molecular mechanism of CAR activation is essential for us to predict and control both beneficial and adverse effects caused by this activation.

CAR is sequestered in its inactive form in the cytoplasm by phosphorylating its residue threonine 38; only non-phosphorylated CAR translocates into the nucleus, forms a heterodimer with RXR and activates target genes [10], [11]. Threonine 38 is phosphorylated when epidermal growth factor receptor (EGFR) signaling is stimulated, while repression of this signaling results in dephosphorylation that activates CAR [12], [13]. Consequently, CAR is, in principle, a cell signal-regulated nuclear receptor and this signal-mediated mechanism is now demonstrated in both mouse and human liver cells [13], [14]. As to regulation of CAR by therapeutic drugs, phenobarbital (PB) antagonizes EGFR signaling to dephosphorylate and activate CAR [13], while metformin represses CAR activation by preventing dephosphorylation [14]. Thus, phosphorylation of threonine 38 is an essential factor that regulates CAR activation and nuclear translocation.

In addition to this phosphorylation, we previously identified a tetratricopeptide repeat protein (TPR) that interacts with CAR to regulate its cytoplasmic localization in HepG2 cells and named this TPR protein Cytoplasmic CAR Retention Protein (CCRP) [15]. CCRP, also known as DNAJC7, is a member of the co-chaperone HSP40 family, which are structurally featured by J-domain and repeats of TPR motif, the 34-residue peptide forming a pair of anti-parallel α helices. The J-domain regulates ATP hydrolysis by HSP70, while the TPR motif mediates formation of homo-dimer or an array of hetero-complexes with non-TPR proteins via TPR motifs: co-chaperones with HSP90 and HSP70 [16]–[20]. In fact, CCRP formed a complex with CAR and HSP90, thereby causing accumulation of CAR in the cytoplasm of HepG2 cells [15]. In addition to CAR, CCRP was also found to interact with the glucocorticoid receptor (GR) and regulated its trans-activation activity in N2A and Hela cells [20]. Therefore, CCRP might be a common co-chaperone that regulates not only intracellular localization but also trans-activation activity of many nuclear receptors. However, these regulations by CCRP have not been investigated in organs and tissues such as liver *in vivo*.

Here we generated CCRP KO mice and utilized them to examine the *in vivo* roles of CCRP in CAR activation in the livers. CCRP KO mice were treated with PB, from the livers of which samples were prepared for Western blot, real time PCR, cDNA microarray and chromatin immunoprecipitation (ChIP) assays. Demonstrating that CCRP regulates not only intracellular localization of CAR but also its ability to activate the *Cyp2b10* gene, we will develop the hypothesis that CCRP determines both CAR-dependent and -independent gene expression in the livers.

## Materials and Methods

### Generation of the CCRP knockout mice

A colony of CCRP global knockout B6; 129-Dnajc7< tm1Neg > (CCRP^-/-^ or KO in this manuscript) was established at the facilities of Knockout core of NIEHS. To construct CCRP targeting vector, three fragments of the mouse *Ccrp* gene were amplified from 129SvEv genomic DNA with Pfu Turbo DNA polymerase (Promega, Madison, WI, USA); a 3.3-kb fragment containing intron 1 (left arm), a deleting 3.2-kb fragment containing exons 2-4 and a 5.4-kb fragment containing introns 4 and 5 and exon 5 (right arm). The primer sets used for these amplifications were; left arm, 5'-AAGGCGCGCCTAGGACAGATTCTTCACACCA-3', 5'-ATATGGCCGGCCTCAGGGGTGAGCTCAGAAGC-3'; deleting fragment; 5'-AGATCGATGGTATAGTGATGTGACTCTCCT-3', 5'-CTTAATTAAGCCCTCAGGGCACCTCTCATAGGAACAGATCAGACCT-3'; right arm, 5'-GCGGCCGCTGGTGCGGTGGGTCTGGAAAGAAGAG-3', 5'-GCGATCGCAGAACAAAGCAAGGCTCTAG-3'. After amplification, these fragments were digested with restriction enzymes and ligated into the corresponding sites of a Multiple Amplicon Insertion Knock Out vector which carries three multi cloning sites, *FRT-Pgk-neo-FRT* cassette, DT-A cassette, and two loxP sites (Fig. 1-A, upper part) [21]. The left arm was placed upstream of the 5′-loxp site; the deleting fragment between the 5′-loxP and the *Neo* cassette; the right arm downstream of the 3′-loxP site. The targeting vector linearized by *Sal*I was electroporated to ES cells derived from 129SvEv blastocysts. The G418-resistant ES clones were screened by Southern blot analysis; these Southern probes were PCR amplified from ES cell genome DNA using following primers. 5'-ACTGAAATCTGCATTTGCTAACGC-3' and 5'-TTGACACTTCATCCTGCAGTCTCTT-3' for 5'-probe and for 3'-probe, 5'-AGGTAGTGATATTACTTACTAACTC-3' and 5'-CTAAATTCAGTCCCCAAAACCTTCTG-3'. The targeted ES cell clones were injected into blastocysts from C57BL/6 albino mice. The obtained CCRP fx/fx male mice were bred with Sox2-Cre female mice (The Jackson Laboratory, Bar Harbor, ME, USA) to delete exons (exons 2–4) to generate a recombined null allele (ΔE/+). After intercrossing with the heterozygote mice, we obtained *CCRP^-/-^* (KO) and *CCRP* ^+/+^ (WT) mice. A CAR/CCRP double knockout mouse line was established by crossing *CCRP^-/-^* (KO) with *CAR* ^-/-^ [6]. We confirmed double knockout of CAR and CCRP genes in DKO animals by genotyping using following primer sets. For CAR; 5′-GGAGGTGTACCAGTGTTTAAAGGTGG-3′, 5′-GGGTGGGATTAGATAAATGCCTGCTCT-3′, and 5′-CCCACATTCAGGAGACCATGACAGC-3′. For CCRP; 5′- TGGCGGCATGTCGTAGTTT-3′, 5′-GTCTCAGCTTCTCCAAACTCTG-3′, and 5′-GTCCTGCCTTATTGGTCACTCTTC-3′. The PCR protocol was 95°C x 2 min; 95°C x 10 s, 58°C x 10 s, and 72°C x 30 s for 40 cycles with 50 ng of genomic DNA extracted from ear tissue in a 20 µl reaction using GreenTaq (Promega). The product size was determined by gel electrophoresis (Fig. 1-D). All animal procedures were approved by the Animal Ethics Committee of National Institute of Environmental Health Sciences.

**Figure 1:**
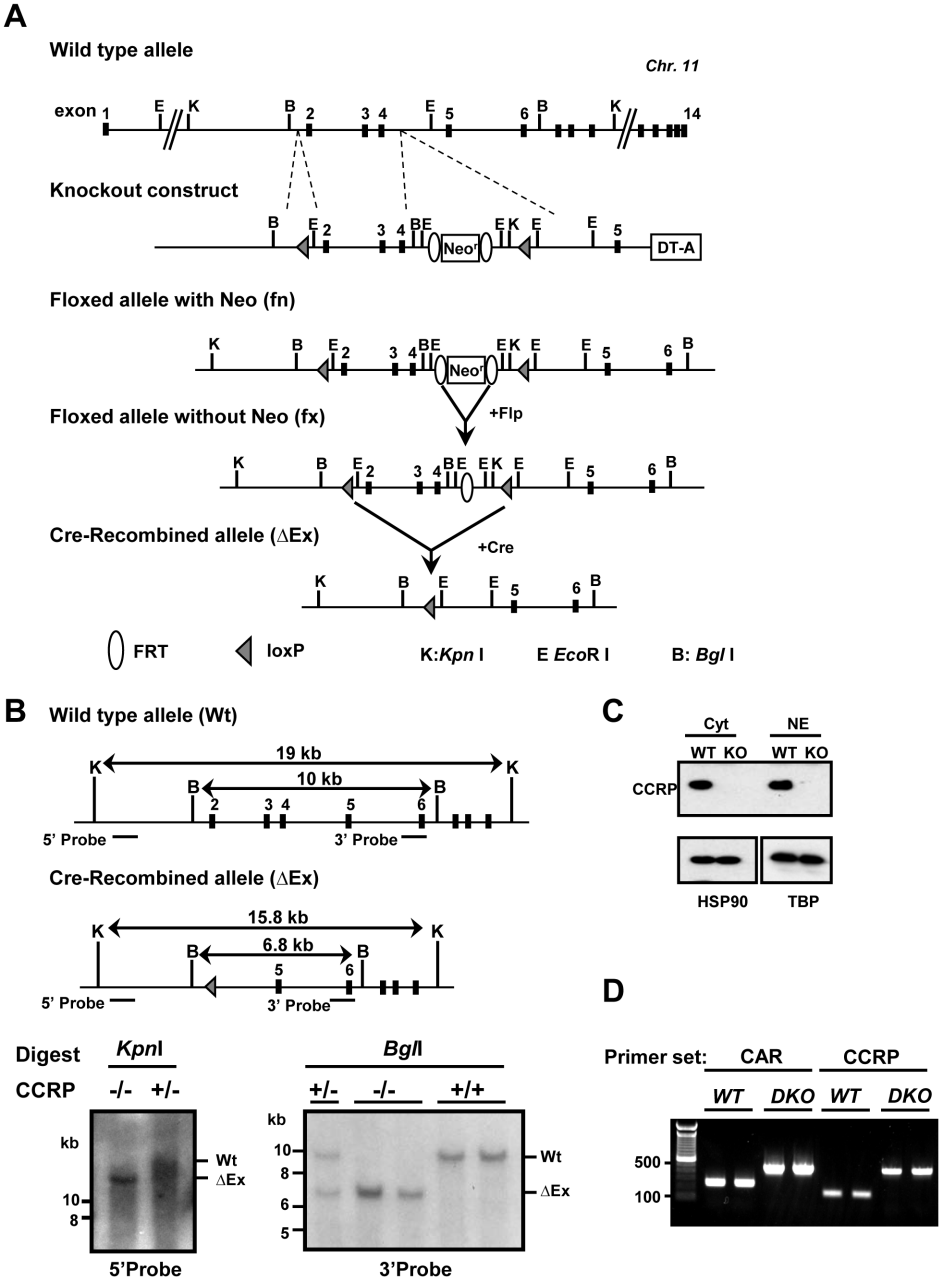
Gene targeting and conditional deletion of exon 2 to 4 of the mouse *Ccrp* gene. (A) Restriction maps of the wild type allele and knockout construct. After Cre recombination, *Ccrp* gene exons 2–4 deleted allele (ΔEx) was generated as described in material and methods. (B) Determination and confirmation of genotype for CCRP KO mice by Southern blot analyses. Expected size of digested fragments was shown. (left) *Kpn*I digested, and (right) *Bgl*I digested genomic DNA derived from CCRP KO mice were detected by indicated probes. (C) CCRP protein expression in the cytoplasm and the nuclei. The cytoplasm and nuclear proteins were extracted from the livers of WT and KO males and 10 µg proteins were subjected to western blotting as described in materials and method section. HSP90 and TBP were used as loading controls of the cytoplasm and the nuclei, respectively. (D) Genotyping result of DKO mice. Genomic DNA was extracted from ear tissue. CAR primer set generated 266 bp and 466 bp PCR products for WT and KO, respectively. CCRP primer set generated 150 bp and 450 bp products for WT and KO, respectively.

### Southern Blots

Southern blot analyses were performed according to the manufacturer protocol. Probe labeling with [α^32^P]-dCTP were performed with using Prime-It RmT Random Primer Labeling Kit (Stratagene, La Jolla, CA, USA). And denatured labeled probe was incubated with each blot under 10^6^ cpm/ml at 42°C overnight. The positions of probes are shown as horizontal bars in Fig. 1-B. The same probes used for ES cell screening were utilized for this Southern analysis.

### Animal treatment

Animals were fed a standard chow diet and allowed to drink water ad libitum. Experiments were done on 7–10 weeks old male mice. After fasting for 24 h, animals were treated with vehicle PBS or PB at a dose of 100 mg/kg body weight for 6 h (RT-PCR, microarray, and western blot) or for 3 h (ChIP assay). After treatment, mice were sacrificed by cervical dislocation and liver samples were frozen by liquid nitrogen and stored at -80°C before use. For cholesterol and lipid study, mice were simply fasted for 24 h. After sacrifice by carbon dioxide, liver or blood samples were collected.

### Western blots

Nuclei were prepared and lysed as previously published [22] with following minor modifications; homogenizing buffer contained 2 M sucrose and no protease inhibitor. Whole liver extracts were prepared by homogenizing livers in 8 M urea containing 1% SDS using a polytron homogenizer and by centrifuging homogenates at 15,000 g for 10 min as previously described [13]. Proteins were separated with 10% SDS-PAGE and transferred to PVDF membrane. After blocking with 5% nonfat dry milk containing TBS-0.1% Tween20 buffer, membrane was probed with anti-CAR antibody (1∶5000, PP-N4111-00, Perseus, Tokyo, Japan), anti-HSP90 antibody (1∶1000, 610419, BD Transduction Laboratories, San Jose, CA), anti-TATA-binding protein (TBP) antibody (1∶2000, sc-273, Santa Cruz, Santa Cruz, CA), anti-βACTIN antibody (1∶2000, sc-47778, Santa Cruz), or anti-CCRP polyclonal antibody previously described [15] (1∶5000) in the blocking buffer for 2 h to overnight and 1 h with proper secondary HRP-conjugated mouse (sc-2314, 1∶5000) or rabbit antibody (sc-2004, 1∶5000). Protein bands on membrane were visualized using ECL prime detection reagent (GE healthcare, Buckinghamshire, UK). The bands were scanned and quantified using the ImageJ 1.47 software (National Institutes of Health, Bethesda, MD). Relative nuclear CAR levels were calculated by dividing the densities of CAR by those of TBP or βACTIN in each sample.

### cDNA Microarrays

Extracted RNAs obtained from livers using Trizol (Invitrogen, Carlsbad, CA) were purified with QIAGEN RNeasy kit (QIAGEN, Hilden, Germany) according to a manufacture's protocol. Gene expression analysis was conducted using Agilent Whole Mouse Genome 4×44 multiplex format oligo arrays (014868) (Agilent Technologies, Santa Clara, CA) following the Agilent 1-color microarray-based gene expression analysis protocol as reported previously [23]. In order to identify differentially expressed probes, analysis of variance (ANOVA) was used to determine if there was a statistical difference between the means of groups. Gene tags were identified as PB responsive genes if *p*-value was smaller than 0.05. To investigate functional characteristics as well as upstream regulators of specific gene lists, we used Ingenuity Pathway Analysis (IPA, Ingenuity Systems; www.ingenuity.com). cDNAs obtained from non-treated animals fasted for 24 h were also investigated by microarray analysis as described above. GEO accession number for our data is GSE56557.

### RT-PCR

Total RNAs were extracted from the livers of WT and KO males using Trizol. cDNAs were synthesized using SuperScript first strand synthesis system (Invitrogen) with random hexamers as primers. Real-time PCR was performed with an ABI Prism 7700 sequence detector (Applied Biosystems, Foster City, CA), TaqMan Universal PCR reaction mix and primers (Applied Biosystems) for mouse *Cyp2b10*, *Cyp2c55* or glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) as a control.

### Chromatin immunoprecipitation (ChIP)

After sacrifice by cervical dislocation, liver samples were collected and ChIP samples were prepared as reported previously [24]. ChIP assays were performed using ChIP-IT Express (Active Motif, Carlsbad, CA) according to the manufacturer's protocol with 10 µg of sheared chromatin and 2 µg of anti-human RXRα antibody (Santa Cruz, D-20X), anti-RNA polymerase II phospho Ser-5, an activated form (ab5131, Abcam, Cambridge, UK), anti-histone H3 lysine 27 trimethylation antibody (H3K27me3; 39155, Active Motif) or control rabbit IgG (2729, Cell Signaling, Danvers, MA). After purification of ChIP DNA samples with QIA PCR purification kit (QIAGEN), *Cyp2b10* enhancer region containing PBREM (−2440/−2238) and promoter region containing TATA box (-155/+69) were amplified by PCR using the following specific primers: 5′-GCTAATGCCTGTCTGGATCAGGA-3′ and 5′-GGAATACTGACCCAAGTTCAGTG-3′ (PBREM); 5′-AAGGGAATGAGGAGTGAGC-3′ and 5′-CAAGAAGCCCACAAGGAGAG-3′ (TATA). PCR reactions were performed with Green Taq PCR polymerase (Promega) at 94°C for 2 min followed by 30-35 cycles of 94°C for 30 s, 55°C for 30 s and 72°C for 30 s.

### Liver sections and staining

Following fixation of the livers with 10% formalin/phosphate-buffered saline, paraffin-embedded sections were subjected to standard Hematoxylin and Eosin (HE) staining. Hepatic lipid content was determined by 10 µm thick frozen sections stained with Oil Red O (Sigma–Aldrich, St. Louis, MO, USA).

### Serum cholesterol levels

After sacrifice by carbon-dioxide, blood was collected and serum levels of total cholesterol, HDL and LDL were determined as described previously [25].

### Statistical analysis

Values are plotted as the mean ± SE. Statistical analysis was conducted with GraphPad Prism 5 (GraphPad Software, San Diego, CA). ANOVA or unpaired *t*-test was used to determine significant differences among genotypes and treatments.

## Results

### CCRP KO mice

The CCRP global knockout mice were generated through genetic manipulations as shown in Fig. 1-A. Deletion of exon 2 to exon 4 is predicted to result in the splicing of exon 1 to exon 5. This results in an open reading frameshift, leading to a premature stop codon. Translation of the truncated mRNA results in an N-terminal peptide of just 38 amino acids residues (25 residues of CCRP followed by 13 missense residues). In these residues, important domains of CCRP for its function, 2 TPR domains and J-domain, are not included. Southern hybridization analysis confirmed the deletion of the *Ccrp* gene in the mouse genome (Fig. 1-B), whereas Western blot analysis using anti-mouse CCRP polyclonal antibody demonstrated the presence of CCRP at protein levels within both the cytoplasm and nucleus of WT but not in those of KO males (Fig. 1-C).

### Attenuated induction of CYP2B10 mRNA by PB

First, we checked the nuclear accumulation of CAR in livers of WT and KO males after PB treatment. As shown in Fig. 2, while CAR accumulated in the nuclear extracts from WT males after PB treatment, this accumulation was 2.5-fold greater in those from PB-treated KO males. In control animals, the levels of nuclear CAR were higher in the extracts from KO males compared with those from WT males but not statistically significant. As for total expression of CAR in liver, there was no difference between male PB-treated WT and KO mice (Fig. 2). These results suggest that CAR expressed in KO males was preferably localized in the nuclear compartment after PB treatment.

**Figure 2:**
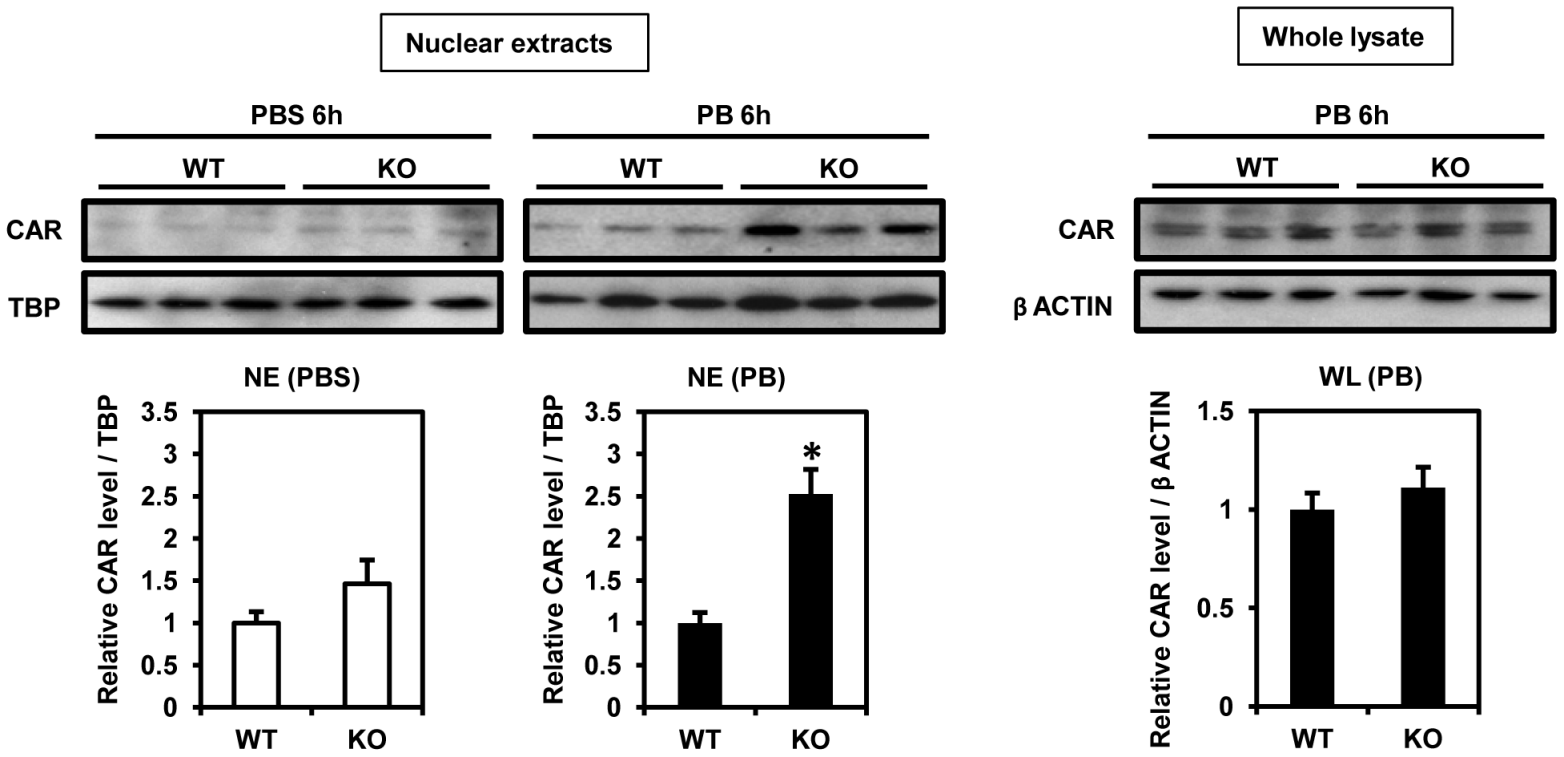
CAR protein levels after PB treatment. Fifteen microgram aliquots of liver nuclear extract or whole lysate were used for western blot analysis as described in materials and method section. Nuclear accumulation of CAR after 6 h PB treatment in WT and KO males on the left. On the right, total CAR protein levels in liver whole lysate prepared from PB-treated WT and KO males. We used TBP and β-Actin as loading control of nuclear extract and whole lysate, respectively. Columns denote mean ± SE determined in at 3 individual animals. Opened and closed columns represent control and PB-treated animals, respectively. Unpaired t-test was used to compare the relative CAR levels between genotypes (*WT vs KO, *p*<0.05). This experiment was repeated twice with different sample set prepared from different animals.

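Gene expression was measured on 12 Agilent 1-color arrays of liver RNA, 3 arrays in each of 4 groups. The groups were WT and KO males that received vehicle PBS or PB at 100 mg/kg for 6 h after fasting for 24 h. PB is a drug that activates the nuclear receptor CAR in the liver, and KO males lack CCRP, the co-chaperone encoded by the Dnajc7 gene. The authors deposited the scanner output of each array, in which the signal of each of 43379 gene spots is corrected for background but not normalized between arrays. These spots carry 41174 different probes. The processed signal was put on the log2 scale and the 75th percentile of each array was subtracted, so that every level below is relative to that percentile. Spots of the same probe were averaged, and spots that the scanner software marked as outliers, 68 to 2501 per array, were left out. On these arrays 54.9% to 62.8% of the spots were well above background, and the 75th percentile of the processed signal ran from 627 to 1453. The comparisons cover the 21522 probes that were well above background on every array of at least 1 group. Each probe was tested with limma, in which the 4 groups share one estimate of the spread, with Benjamini-Hochberg adjustment over the probes tested. The number of arrays limits the precision. Replicates 1 and 2 of all 4 groups lie on slides 1 and 2. Replicate 3 of both WT groups lies on slide 3, which was scanned 7 days after the others, and replicate 3 of both KO groups lies on slide 4. Slide 3 stood apart. Its arrays had 71 and 68 outlier spots, against 1155 to 2501 on the other PBS and PB arrays. On the first principal component, the axis of largest spread with 43.9% of the variance, they lay at 129.5 (WT PBS) and 130.9 (WT PB). The other arrays lay between -35.6 and -17.7. The main fit has no term for the slide.
The probe of Dnajc7 (A_51_P449956) lies on chromosome 11 of the mm7 genome build, from 100692114 to 100692173. Its log2 signal was 0.98, 1.38 and 2.96 on the arrays of PBS-treated WT males and 1.78, 1.77 and 1.83 on those of PBS-treated KO males. After PB it was 1.40, 1.36 and 2.84 in WT and 2.00, 2.21 and 1.61 in KO males. The difference between KO and WT males under PBS was 0.02 (standard error 0.51, adjusted p = 0.99, limma). It depends on WT PBS replicate 3, on the later-scanned slide 3, which had the highest signal, 2.96. On slides 1 and 2, which hold both genotypes, each KO array lay above the WT array of the same treatment. The Dnajc7 signal was not lower on the arrays labelled KO, so it gives no check of the genotype labels, which are used as given. Which exon the probe matches was not determined here.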

cDNA microarray analysis was performed to examine the scope of gene expression in the livers of KO mice after PB treatment. 

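The probes that S1 Table lists were looked up on the arrays. The table gives 78 fold changes over 59 different probes, which fill 60 lines. On the arrays 77 of the 78 changes had the direction that the table gives. The filter on dim probes left 58 of the 78 for limma, of which 57 had an unadjusted p below 0.05 and 29 an adjusted p below 0.05. All 6 arrays compared were well above background for 31 of the 78 changes, and all arrays of the brighter group for 55. Of the 20 fold changes of genes listed as induced in both WT and KO males, all 20 were tested and 14 passed the adjusted threshold. The corresponding numbers were 18 and 8 for the 18 fold changes of genes repressed in both. Of the 10 genes listed as induced only in WT males, 3 were bright enough to be tested, and 4, 4 and 9 of the 10 induced only in KO, repressed only in WT and repressed only in KO males. The genes were chosen for the table on these same arrays, so these counts are not independent evidence.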

Overview of the Top-10 most differentially up- or down-regulated genes is available in S1 Table. Numbers of genes which were either up- or down-regulated in the livers after PB treatment were 1302 and 2744 in WT and KO mice, respectively. 

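At the adjusted threshold of 0.05, limma called 21 probes after PB in WT males, 17 higher and 4 lower, and 236 probes in KO males, 125 higher and 111 lower. At an unadjusted p below 0.05 the numbers were 1033 in WT and 2769 in KO males. With the 2-fold cut-off of Table 1 added, 523 probes remained in WT males, 324 higher and 199 lower, and 1481 in KO males, 927 higher and 554 lower. These are numbers of probes, and a gene can have several. Of the 21 probes called in WT males, 17 were also called in KO males, all 17 with the same sign. Of the 236 probes called in KO males, 208 had the same sign in WT males. Among the alternatives, the slide as a random block raised the adjusted counts most, to 194 in WT and 1667 in KO males. A plain test per probe lowered them most, to 0 in WT, with 1106 at an unadjusted p below 0.05, and 1 in KO males. It used only the arrays of the groups compared, whereas the methods name an ANOVA without saying which groups it covered. Leaving out 1 array gave 7 (without WT PB replicate 2) to 43 (without WT PBS replicate 3) probes in WT and 43 (without KO PB replicate 3) to 306 (without WT PBS replicate 3) in KO males. The largest rise among the called WT probes was that of BC013529 (A_51_P183469, chromosome 10 of mm7, 7481363 to 7481422), which was not well above background on any array of PBS-treated WT males and at least 205-fold higher after PB. In KO males the same probe rose 45.2-fold. A bound of this kind sets the mean of the brighter group against the lowest signal well above background on each array of the dimmer group, or against the dim probe's own signal where that is higher. Egfr (log2 fold change -1.91) and Tsc22d3 (-1.88) were among the 4 called WT probes that fell. Egfr was no longer called with the replicate number as a block (adjusted p = 0.0807, limma), with outlier spots kept (0.0594) or with no filter on dim probes (0.104). Tsc22d3 was not called with no filter (0.0815), and neither was called with only the groups compared or in the plain test. In KO males Leng9 was at least 43.8-fold lower after PB.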

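The Cyp2b10 probe (A_52_P472486, chromosome 7 of mm7, 22691069 to 22691128) had a log2 signal of 1.48 ± 1.28 (SD, n = 3 arrays) in PBS-treated and 6.21 ± 0.26 in PB-treated WT males. In KO males it was 3.35 ± 0.33 after PBS and 5.97 ± 0.40 after PB (SD, n = 3). The increase after PB was 4.73 on the log2 scale (standard error 0.52), or 26.6-fold, in WT males and 2.62 (standard error 0.52), or 6.14-fold, in KO males. The adjusted p values were 0.00494 in WT and 0.0442 in KO males (limma). The increase in KO males was no longer past the threshold in 10 of 12 fits that left out 1 array. It was also lost under quantile normalization (adjusted p = 0.0647, limma), median scaling (0.0650), no filter on dim probes (0.103) and outlier spots kept (0.0669). Over the alternatives its adjusted p ran from 0.00398 to 0.183. A plain test per probe called neither increase, and with only the groups compared limma did not call the WT increase (0.246). On the separate slides, the increase was 6.24, 4.50 and 3.46 in WT and 2.57, 2.69 and 2.60 in KO males. A second Cyp2b10 probe (A_51_P182362) rose by 4.74 in WT and 2.30 in KO males.
The Cyp2b13 probe (A_51_P492339, chromosome 7, 22986378 to 22992433) had a log2 signal of 2.81 ± 0.96 (SD, n = 3) in PBS-treated and 7.23 ± 0.47 in PB-treated WT males, and of 5.09 ± 0.31 and 7.53 ± 0.15 in the KO groups. It rose 21.4-fold in WT (log2 4.42, standard error 0.43, adjusted p = 0.00181, limma) and 5.42-fold in KO males (log2 2.44, adjusted p = 0.0271). The KO increase passed the threshold in 5 of the 12 fits with 1 array left out. Another Cyp2b13 probe, A_52_P289091, was dim, well above background on 6 of the 12 arrays, and changed by -0.80 in WT and 1.41 in KO males, so the probes of this gene disagree in WT males. Whether the probes tell Cyp2b10 and Cyp2b13 apart was not tested. The Cyp2c39 probe (A_51_P304109, chromosome 19, 39461852 to 39461911) rose from 4.02 ± 0.56 to 5.33 ± 0.27 (SD, n = 3) in WT males, 2.48-fold (log2 1.31, standard error 0.44, adjusted p = 0.657, limma). In KO males it rose from 1.99 ± 0.95 to 5.41 ± 0.17, 10.7-fold (log2 3.42, adjusted p = 0.00849), on every array of the group. Cyp3a44 (A_52_P571006, chromosome 5, 144587795 to 144587854) rose by 1.73 on the log2 scale (standard error 0.51, adjusted p = 0.150, limma), or 3.32-fold, in KO males and by 0.59 in WT males. With the slide as a fixed block the KO increase of Cyp3a44 had an adjusted p of 0.0168, within a range of 0.00911 to 0.374 over the alternatives. A second Cyp3a44 probe had a larger rise in KO males.

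**Figure D1:**
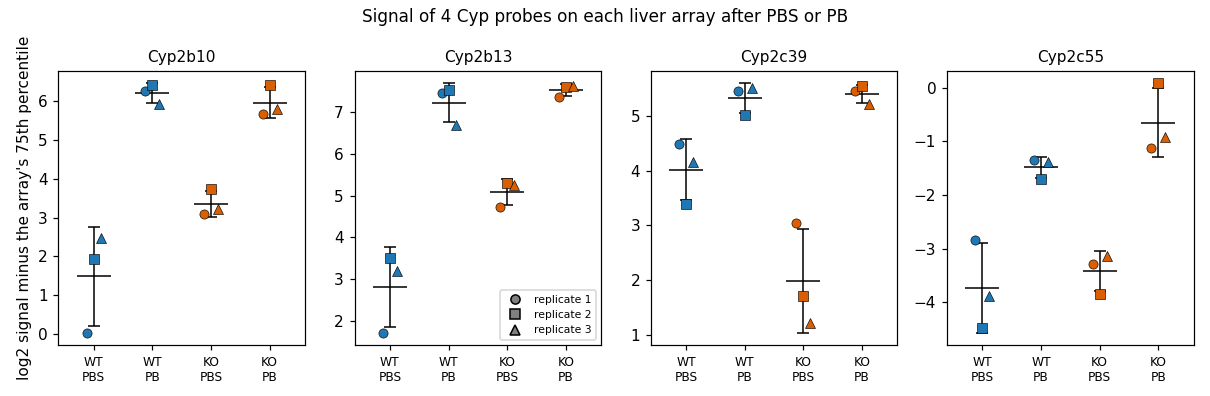
Signal of the probes of Cyp2b10, Cyp2b13, Cyp2c39 and Cyp2c55 on each of the 12 liver arrays (vertical axis, log2 of the processed signal relative to the 75th percentile of the array). Points are arrays, with a marker for each replicate number, and bars show mean ± SD of 3 arrays. In PBS-treated WT males the Cyp2b10 mean lies at 1.48, below 3.35 in PBS-treated KO males, and both PB-treated groups lie near 6.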

Among CAR-regulated *Cyp* genes, PB-induction of CYP2B10 and 2B13 mRNAs was repressed about 5-fold in KO as compared to those in WT mice, while CYP2C39, CYP2C55 and CYP3A5 mRNAs were increased higher in PB-treated KO than WT mice (Table 1). Thus, CCRP appears to either attenuate or augment PB-induced activation depending on the types of *Cyp* genes. 

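The difference in the PB response between KO and WT males was tested as such, as the change in KO minus the change in WT males over all 12 arrays. With limma 0 probes passed an adjusted p of 0.05 and 767 had an unadjusted p below 0.05. A plain test per probe also called 0, with 856 at an unadjusted p below 0.05, quantile normalization 1, and the slide as a random block 4. For Cyp2b10 the difference was -2.11 on the log2 scale (standard error 0.74, adjusted p = 1.00, limma), and with 1 array left out it ran from -2.61 without WT PBS replicate 3 to -1.39 without WT PBS replicate 1. It was -1.98 (standard error 0.60) for Cyp2b13, 2.11 (standard error 0.62) for Cyp2c39 and 1.14 (standard error 0.72) for Cyp3a44, with the same adjusted p of 1.00. Averaging both Cyp2b13 probes gave a difference of 0.12. Adjusted over the list alone, 6 of the 12 genes of Table 1 had a difference past 0.05, which is not independent evidence, since the table was drawn from these arrays. Under PBS, KO males were higher than WT males on all arrays by 1.87 for Cyp2b10 and 2.29 for Cyp2b13, and lower on all arrays by -2.03 for Cyp2c39 (KO minus WT; exact permutation test, two-sided, p = 0.1 each, the smallest that 3 against 3 allow). In limma the adjusted p values were 0.144, 0.0611 and 0.0857, and 0.0305, 0.0124 and 0.0178 with the slide as a random block. Cyp2b13 was also called with the scan date as a block (adjusted p = 0.0452) and with trend and robust in limma (0.0456). After PB the KO minus WT differences were -0.25, 0.30 and 0.08, with p = 0.4, 0.5 and 0.7 in the same exact test. The second Cyp2b10 probe (A_51_P182362) differed by 1.92 under PBS and by -0.51 after PB, lower on all KO arrays (p = 0.1 each in that exact test). The PBS difference did not recur in non-treated males, which were only fasted and were measured on other slides. There Cyp2b10 was at 2.63, 3.00 and 3.97 in WT and lower, at 2.43, 2.62 and 1.40, in KO males. For its second probe and for Cyp2b13 the non-treated WT and KO arrays overlapped, with the lower mean in KO males. From the smaller and larger fold changes in KO males, the paper proposes that CCRP attenuates or augments the activation by PB depending on the Cyp gene.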

Real time PCR analysis of liver RNA samples confirmed a significant decrease in the induction rates of CYP2B10 mRNA in PB-treated KO males; only 5-fold in KO males as compared with 20-fold in WT males (Fig. 3-A). 

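The probe of Cyp2c55 (A_51_P447785) lies on chromosome 19 of mm7, from 38807081 to 38807140. Its log2 signal rose from -3.73 ± 0.83 to -1.48 ± 0.20 (SD, n = 3 arrays) in WT males and from -3.42 ± 0.37 to -0.65 ± 0.64 in KO males. The increase was 4.76-fold in WT (log2 2.25, standard error 0.43, adjusted p = 0.138, limma, or 0.0246 with the slide as a random block) and 6.83-fold in KO males (log2 2.77, adjusted p = 0.0155). The call in KO males held in 9 of the 12 fits that left out 1 array. The increase in KO minus that in WT males was 0.52 (standard error 0.61, adjusted p = 1.00, limma), smaller than its standard error, and ran from 0.07 to 0.89 with 1 array left out.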

In the case of CYP2C55 mRNA, there was no significant difference in the induction ratio between WT and KO, consistent with microarray analysis. Here we focused our investigations on the *Cyp2b10* gene, the classic CAR target of PB induction. The similar attenuation of the induction of CYP2B10 mRNA was also observed in the induction in KO males after treatment with 1,4-bis[2-(3,5-dichloropyridyloxy)]benzene (TCPOBOP, a mouse CAR ligand) (data not shown). Noticeably, the induced levels of CYP2B10 mRNA exhibited relatively large variations from no to full induction in KO livers (Fig. 3-B), reasons for which will be investigated in the future. Nevertheless, CCRP appeared to be a critical factor for the optimal induction of the *Cyp2b10* gene.

**Figure 3:**
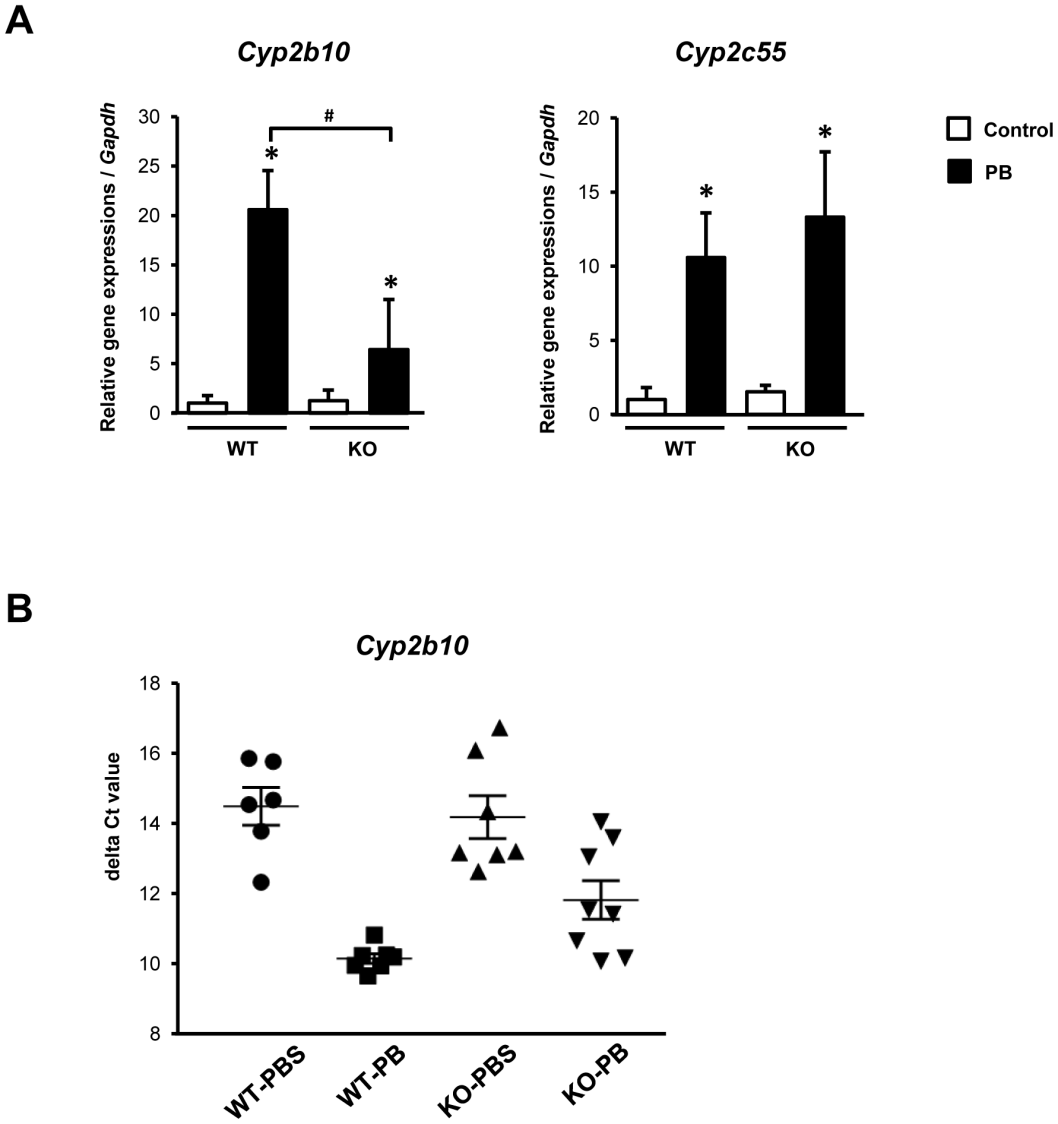
The mRNA expressions of CAR target genes in the livers after 6 h PB treatment. (A) CYP2B10 and CYP2C55 mRNA levels relative to GAPDH mRNA were measured by qRT-PCR. The relative levels were expressed as a ratio to that of PBS-treated WT mice. Columns denote mean ± SE determined in at 6-8 individual animals. Opened and closed columns represent control and PB-treated animals, respectively. One way-ANOVA was used to compare delta Ct values among groups (*control vs PB-treated, *p*<0.05; #WT vs KO, *p*<0.05). (B) Delta Ct values of CYP2B10 mRNA levels measured by qRT-PCR. The value was calculated by subtracting GAPDH Ct value from CYP2B10 Ct value in each animal.

**Table 1:** Up- and down regulation of CAR-regulated genes in the livers of WT and KO treated with PB.

			Fold change	
Reported	Gene symbol	Gene name	KO	WT
Up-regulated	*Ces2a*	*carboxylesterase 2 a*	2.493	2.038
	*Cyp2b13*	*cytochrome P450 family 2, subfamily b, polypeptide 13*	4.695	22.644
	*Cyp2b10*	*cytochrome P450 family 2, subfamily b, polypeptide 10*	5.536	28.008
	*Cyp2c39*	*cytochrome P450 family 2, subfamily c, polypeptide 39*	10.059	2.542
	*Cyp2c55*	*cytochrome P450 family 2, subfamily c, polypeptide 55*	6.237	4.995
	*Cyp3a44*	*cytochrome P450 family 3, subfamily a, polypeptide 44*	7.582	
	*Dio1*	*deiodinase, iodothyronine, type I*	3.210	2.387
	*Gadd45b*	*growth arrest and DNA-damage-inducible 45 beta*		3.844
	*Gsta2*	*glutathione S-transferase, alpha 2*	2.604	
	*Insig1*	*insulin induced gene 1*	2.946	
	*Insig2*	*insulin induced gene 2*		2.194
Down-regulated	*Cyp7a1*	*cytochrome P450, family 7, subfamily a, polypeptide 1*	3.289	

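For the empty cells of Table 1, the arrays gave the following values. Gadd45b (A_51_P500984, chromosome 10 of mm7, 80721751 to 80721810) changed by 0.02 on the log2 scale after PB in KO males (adjusted p = 0.99, limma), where its signal under PBS, 4.61 ± 0.46 (SD, n = 3 arrays), was already above the 2.33 ± 0.81 of PBS-treated WT males on every array. Insig2 (A_51_P439452, chromosome 1, 121175294 to 121175353) changed by -0.01 in KO males, from 8.27 ± 0.48 under PBS, against 6.37 ± 0.90 in PBS-treated WT males (SD, n = 3). In WT males Gsta2 (A_52_P458682, chromosome 9, 78408171 to 78408230) changed by -0.08, Insig1 (A_51_P290207, chromosome 5, 27110161 to 27110220) by 0.19 and Cyp7a1 (A_52_P84027, chromosome 4, 6193456 to 6193515) by 0.05. The adjusted p of each in WT males was 1.00 (limma). For each of these genes the change in KO minus that in WT males was larger than its standard error, between -1.94 (standard error 0.64) for Gadd45b and 1.75 (standard error 0.77) for Cyp7a1, with an adjusted p of 1.00 for each (limma).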

Blank means no significant alteration by PB. Cut-off: 2.0, *p*<0.05 (ANOVA).

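At this cut-off, limma at an unadjusted p below 0.05 called 17 of the 18 fold changes of Table 1 in the direction given. The exception was Cyp7a1, whose probe rose. A plain test per probe called 15. After adjustment over all probes 2 of the 12 genes were past 0.05 in WT and 5 in KO males. Adjusted over the list alone these numbers were 7 and 10, which is not independent evidence, since the genes were listed from these arrays. Ces2a (chromosome 8) rose by 1.02 on the log2 scale in WT (standard error 0.28, adjusted p = 0.373, limma) and by 1.39 in KO males (adjusted p = 0.0444). With the slide as a random block limma called the WT increase of Ces2a (adjusted p = 0.0421). Under quantile normalization the KO increase of Ces2a no longer passed, with an adjusted p of 0.119, within 0.00314 to 0.217 over the alternatives. Dio1 (chromosome 4) rose by 1.21 in WT and 1.77 in KO males (adjusted p = 0.0855). In WT males Gadd45b rose 3.91-fold (adjusted p = 0.227) and Insig2 by 1.20 on the log2 scale (adjusted p = 0.953). In KO males Gsta2 rose by 1.43 (adjusted p = 0.0768), on all arrays, and Insig1 by 1.53 (adjusted p = 0.0905), with 1 of its PB values missing. With the slide as a block limma called the KO increases of Gsta2 (adjusted p = 0.0104), Insig1 (0.0493) and Dio1 (0.0397). All 3 were also called with the slide as a random block or the scan date as a block, and Gsta2 also with the replicate number as a block and with only the groups compared. The Cyp7a1 probe rose in KO males, by 1.81 (standard error 0.54, adjusted p = 0.159, or 0.0253 with the slide as a random block), or 3.50-fold, from 3.24 ± 1.31 to 5.05 ± 0.31 (SD, n = 3 arrays). A second Cyp7a1 probe (A_51_P290981) rose 1.58-fold in KO males.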

### Chromatin-based regulation of the *Cyp2b10* promoter

ChIP assays were employed to examine the recruitment of CAR/RXRα complex to PBREM of the *Cyp2b10* promoter. Since existing CAR antibodies did not work for this assay, an anti-RXRα antibody was utilized as previously reported [24]. ChIP assay with PB-treated DKO mice confirmed that the increase of RXRα binding at PBREM is CAR-dependent. Consistent with results of qPCR, the CYP2B10 mRNA induction by PB in KO mouse liver was partially attenuated and completely abolished in DKO mouse liver, compared to WT (Fig. 4-A). These results confirmed that CAR is an essential factor for the *Cyp2b10* gene activation also in the absence of CCRP.

**Figure 4:**
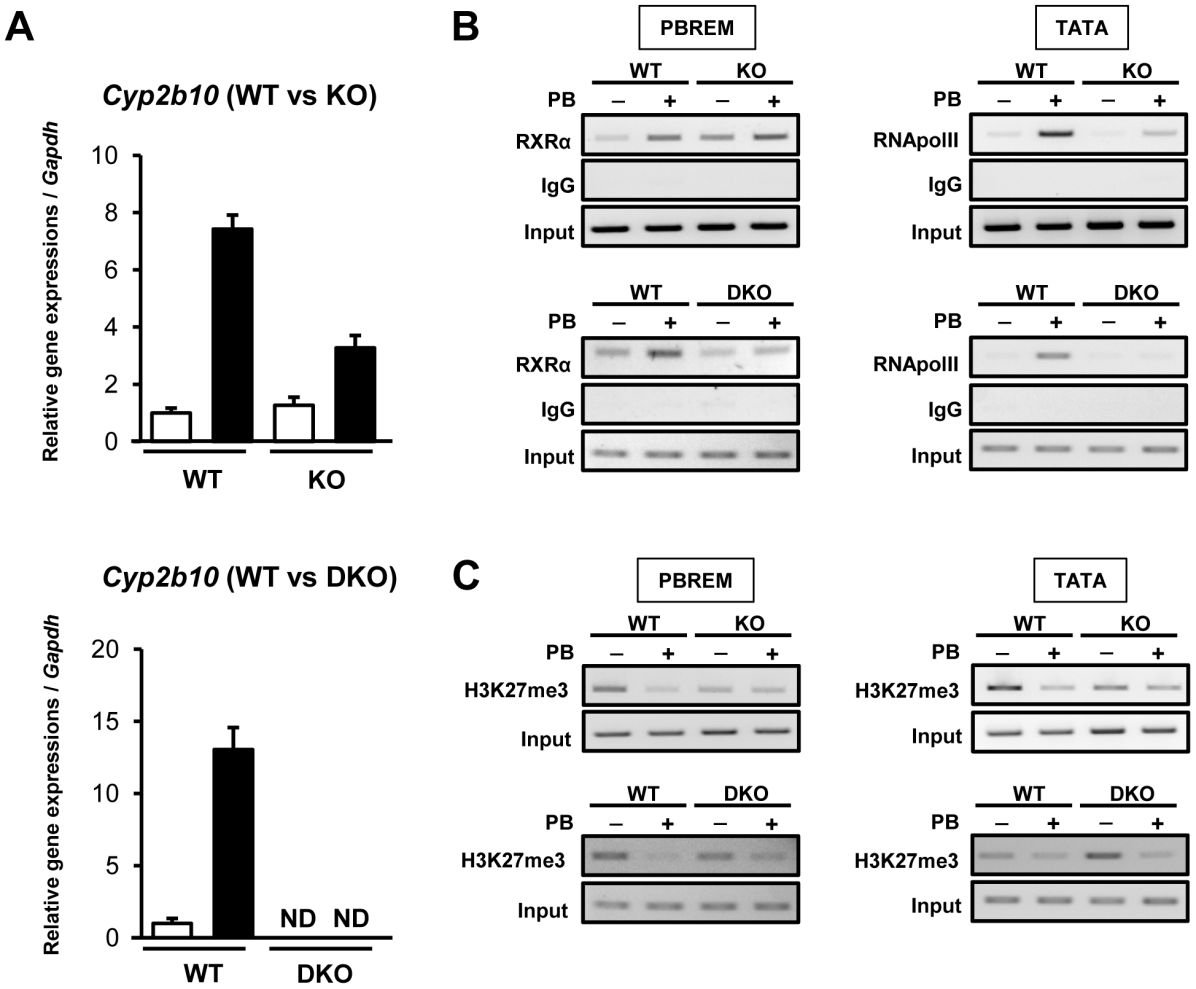
The recruitment of transcription factors and histone de-methylation after PB treatment. (A) The mRNA expressions of CYP2B10 in the livers of WT, KO and DKO mice after 3 h PB treatment. Columns denote mean ± SD determined in triplicates. Opened and closed columns represent control and PB-treated animals, respectively. (B) PB-induced recruitment of CAR/RXRα and RNA polymerase II in the *Cyp2b10* promoter in the livers of WT and KO; WT and DKO mouse liver. Precipitation of DNA fragments by anti-RXRα and anti-RNA polymerase II antibodies at PBREM and TATA box-containing region, respectively, was determined. (C) Histone de-methylation after PB treatment in the *Cyp2b10* promoter of WT and KO; WT and DKO mouse liver. Precipitation of DNA fragments by antibodies against the repressive mark H3K27me3. For both, precipitation of DNA fragments by normal IgG was used as negative control and DNA fragments without immunoprecipitation (Input) were used as positive control. Data shown are representative of results from two individual experiments.

RXRα binding increased in the livers of WT males after PB treatment. This binding was already increased in KO males before PB treatment and further increased after treatment to the same levels as observed in PB-treated WT males (Fig. 4-B, upper left panel). No binding increases occurred in the livers of DKO males before or after PB treatment (Fig. 4-B, lower left panel). Thus, PB-induced increase in the CAR-mediated RXRα binding to PBREM did not appear to require the presence of CCRP. Next, binding of activated RNA polymerase II to a TATA box region of the *Cyp2b10* promoter was examined. ChIP assays revealed an increased binding of RNA polymerase II to TATA box in the livers of WT males after PB treatment, while this PB-induced increase was barely observable in those of either KO or DKO males (Fig. 4-B, right panels). Thus, CAR binding to PBREM resulted in the recruitment of activated RNA polymerase II in the presence of CCRP but not in its absence.

### Epigenetic regulation

In addition to promoter binding of CAR/RXRα or RNA polymerase II, we checked histone trimethylation levels in the promoter because histone H3 lysine 27 trimethylation (H3K27me3) level has been reported to decrease in response to PB treatment [26]. Trimethylation levels at H3K27 were greatly reduced by PB treatment within promoter regions which encode PBREM or TATA box only after PB treatment in the livers of WT males. On the other hand, these regions were already demethylated in the livers of KO males before PB treatment and no further de-methylation occurred after treatment (Fig. 4-C, upper panels). Contrary to what was observed with WT livers, the histone in the promoter remained methylated before treatment but demethylated after treatment in DKO livers (Fig. 4-C, lower panels). Thus, CAR binding allowed demethylation of the histone in the promoter without being activated in the absence of CCRP, while PB treatment demethylated it without activating the promoter in the absence of both CCRP and CAR.

### Steatotic livers and high cholesterol levels in serum

KO males were found to develop steatotic livers in response to 24 h fasting. Fig. 5-A shows microscopic images of WT and KO liver sections after 24 h starvation stained by HE or Oil-red-O. The increase of Oil-red-O stained vesicles suggested higher lipid accumulation in KO mouse livers particularly, around central veins (Fig. 5-A). On the other hand, the lack of CCRP did not affect serum triglyceride levels (105.3 mg/dL in WT; 104.5 mg/dL in KO).

**Figure 5:**
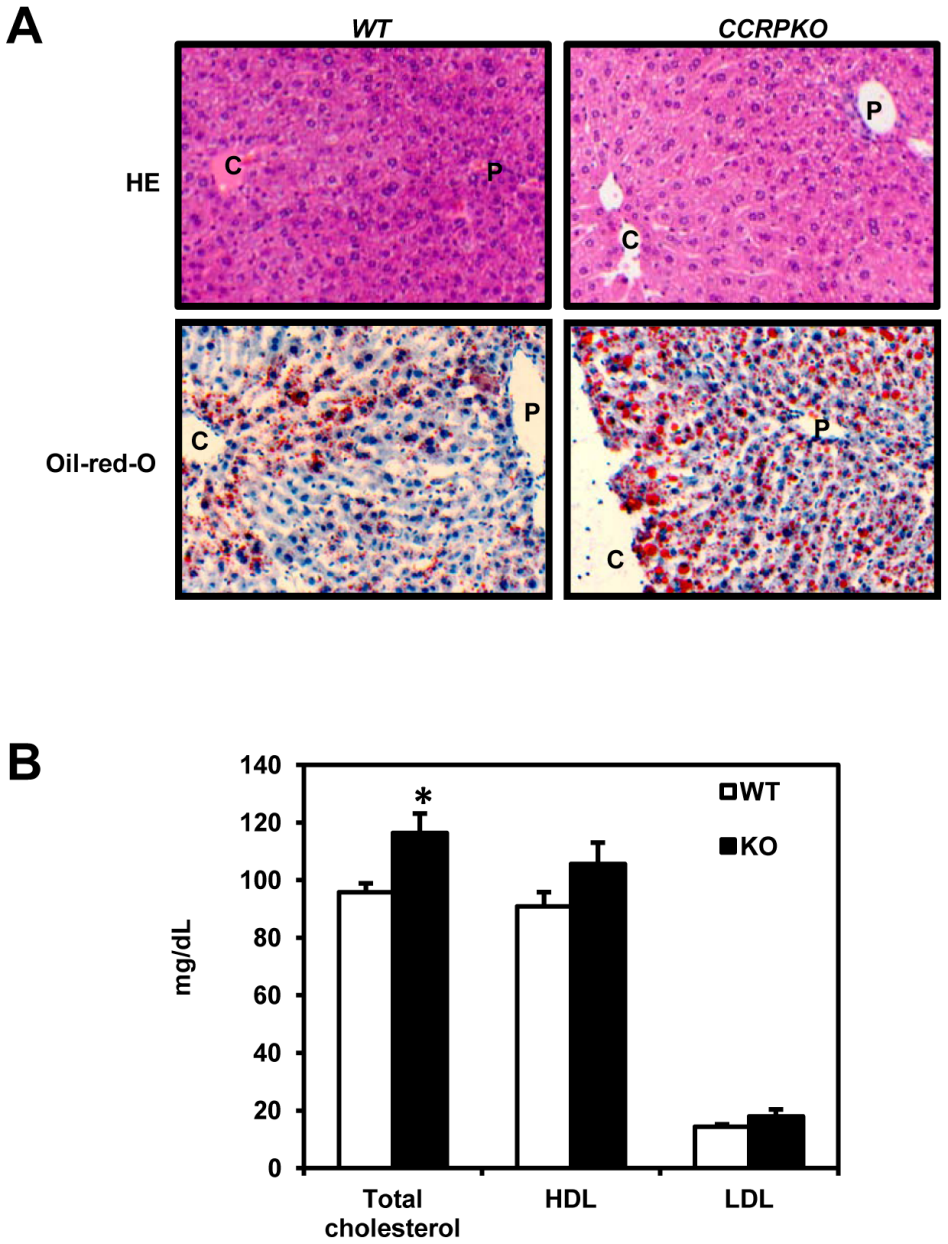
Development of steatotic liver in non-treated KO males. (A) HE or Oil-red-O staining of livers from WT and KO males fasted for 24 h. *C*: central vein; *P*: portal vein. Magnification, 200x. (B) Serum levels of total cholesterol, HDL and LDL in males. Columns denote mean ± SE determined in 6 individual animals. Opened and closed columns represent WT and KO males, respectively. Unpaired t-test was used to compare the levels between genotypes (*WT vs KO, *p*<0.05).

Serum cholesterol concentrations were significantly higher in KO males, as compared to those in WT (116.3 mg/dL in KO and 95.8 mg/dL in WT). Serum levels of HDL and LDL were also increased in KO males (HDL, 105.7 and 90.8 mg/dL in KO and WT, respectively; LDL, 18.0 and 14.3 mg/dL in KO and WT, respectively). However, these differences in the HDL and LDL levels were not statistically significant.

cDNA microarray analysis suggested the activation of cholesterol metabolism in KO mouse liver (Table 2) and revealed an increase of mRNAs of enzymes and factors that are involved in cholesterol biosynthesis such as *Cyp51A1*, *Hmgcs1* (3-hydroxy-3-methylglutaryl-CoA synthase 1) and *Sqle* (squalene epoxydase) (Table 3). 

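Non-treated males fasted for 24 h were measured on 6 further arrays of the same design, 3 of WT and 3 of KO liver, which lie on slides 5, 6 and 7, each with both genotypes, and were scanned on one day. The authors deposited the same kind of scanner output, and its signal was scaled as for the PBS and PB arrays but tested apart from them. Between 72.9% and 80.1% of the spots were well above background, the 75th percentile of the processed signal ran from 384 to 581, and 66 to 155 spots per array were left out as outliers. The test covered 30515 probes. The Dnajc7 probe had a log2 signal of 2.93, 2.67 and 2.63 in WT and 3.20, 3.36 and 3.37 in KO males, a difference of 0.57 (standard error 0.14, adjusted p = 0.812, limma). It was higher on all arrays labelled KO, and again gives no check of the labels.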

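Between non-treated KO and WT males, limma called 0 probes at an adjusted p of 0.05 and 1781 at an unadjusted p below 0.05, and a plain test per probe also called 0, with 1963 at an unadjusted p below 0.05. With the 1.5-fold cut-off of Table 3, 822 probes remained at the unadjusted threshold, 595 higher and 227 lower in KO males. This number changed most under normexp background correction, to 241. Leaving out 1 array gave 736 to 1123. A list of 20 genes of cholesterol biosynthesis, fixed without the tables of the study, was higher in KO males by a mean of 0.44 on the log2 scale, 17 genes higher and 3 lower. Of these 20 genes, 8 are also in Table 3. The limma set test camera, with a preset correlation of 0.01 between genes, gave an adjusted p of 9.06e-06 over 70 set tests. The call did not hold under fry (adjusted p = 0.235). These tests ask different questions, camera whether the list differs more than the other genes, fry whether it differs at all. Fry takes the correlation between genes from the arrays. Adjusted over the list alone, 1 gene was past 0.05, and 4 had an unadjusted p below 0.05. Leaving out 1 array gave means of 0.26 to 0.65. The mean of the list was -0.14, -0.22 and -0.31 on the WT arrays and 0.37, 0.53 and -0.24 on the KO arrays, so KO replicate 3 lay within the range of WT males. On each slide the KO array lay above the WT array. With the replicate number as a block, camera gave an adjusted p of 2.35e-05.
Hmgcs1 (A_51_P146941), which the files place on unassigned sequence, had a log2 signal of 3.49 ± 0.18 (SD, n = 3 arrays) in WT and 4.47 ± 0.06 in KO males, a difference of 0.98 (standard error 0.14, adjusted p = 0.812, limma). Cyp51 (A_52_P636752, chromosome 5 of mm7, 4089242 to 4089301) was at -0.998 ± 0.08 in WT and -0.22 ± 0.58 in KO males, a difference of 0.77 (standard error 0.30). Sqle (A_51_P450487, chromosome 15, 59397289 to 59397348) was at -1.21 ± 0.23 in WT and 0.48 ± 1.59 in KO males, a difference of 1.68 (standard error 0.77), and the KO arrays overlapped with those of WT males. Without KO replicate 3 the Sqle difference was 2.60. Both had the same adjusted p as Hmgcs1. From its tables of these genes and their pathways, the paper proposes that cholesterol metabolism is activated in KO mouse liver.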

Upstream analysis with IPA predicted the activation of sterol regulatory element-binding protein 1 and 2 (SREBP1 and 2) and SREBP-cleavage-activating protein (SCAP) with the activation z-scores of 4.653, 3.873 and 4.418 for SREBP1, SREBP 2 and SCAP, respectively.

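The IPA z-scores rest on a commercial knowledge base that was not used here. Of the genes of these regulators, Srebf1 (chromosome 11 of mm7, 60281270 to 60281329) was higher in KO males by 0.56 (standard error 0.21), Srebf2 (chromosome 15, 82289660 to 82289719) by 0.39 (standard error 0.12) and Scap (chromosome 9, 110082822 to 110082881) by 0.34 (standard error 0.14). All KO arrays lay above all WT arrays for these probes, which chance gives to 10% of probes in either direction, and the adjusted p of each was 0.812 (limma). The other probes of Srebf2 differed by -0.06, -0.41 and 0.28.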

**Table 2:** Top 5 canonical pathways (WT v.s. KO after 24 h fasting).

Ingenuity Canonical Pathways	p-value	Ratio
Superpathway of Cholesterol Biosynthesis	7.48E-05	11/27
Glutathione-mediated Detoxification	4.87E-04	9/23
Cholesterol Biosynthesis I	1.61E-03	6/13
Cholesterol Biosynthesis II (via 24,25-dihydrolanosterol)	1.61E-03	6/13
Cholesterol Biosynthesis III (via Desmosterol)	1.61E-03	6/13

IPA suggested these pathways are significantly altered by CCRP KO in male mouse liver (ANOVA, *p*<0.05). 

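Table 2 also lists glutathione-mediated detoxification. A list of 22 glutathione transferase genes, 21 of them measured, differed between non-treated KO and WT males by a mean of 0.04 on the log2 scale, with 13 genes higher and 8 lower (adjusted p = 0.431 with camera and 0.75 with fry). Adjusted over the list alone, 0 genes passed 0.05 in limma, and 4 had an unadjusted p below 0.05. The list was fixed from gene families and is not the gene list of IPA, which was not used here.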

Ratio indicates the number of genes significantly altered within genes related to each pathway.

**Table 3:** Cholesterol biosynthesis gene expressions after 24 h fasting.

gene		Fold change
*Acat3*	*acetyl-Coenzyme A acetyltransferase 3*	1.817
*Cyp51a*	*cytochrome P450, family 51, subfamily a*	2.326
*Fdps*	*farnesyl diphosphate synthase*	1.818
*Hmgcr*	*3-hydroxy-3-methylglutaryl-CoA reductase*	1.898
*Hmgcs1*	*3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble)*	2.266
*Idi1*	*isopentenyl-diphosphate delta isomerase 1*	2.714
*Msmo1*	*methylsterol monooxygenase 1*	1.980
*Nsdhl*	*NAD(P) dependent steroid dehydrogenase-like*	1.965
*Sqle*	*squalene epoxidase*	3.677

Listed genes were significantly higher in KO, compared to WT. 

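At the cut-off of Table 3, limma at an unadjusted p below 0.05 called 3 of 8 of its genes, Cyp51, Hmgcs1 and Idi1. The number was 4 with the replicate number as a block, which adds Sqle, 2 with a plain test per probe, 7 without KO replicate 3 and 1 without KO replicate 1 or KO replicate 2. All 8 had a higher mean in KO males. Over the list of Table 3 the mean difference was 0.85 (adjusted p = 8.44e-09 with camera and 0.0525 with fry, so the call does not hold under fry). Adjusted over the list alone, 1 gene was past 0.05, which is not independent evidence, since the genes were listed from these arrays. Idi1 (A_51_P329711, chromosome 2 of mm7 in the files, 53701852 to 53701911) rose from 0.96 ± 0.09 (SD, n = 3 arrays) in WT to 2.21 ± 0.76 in KO males, a difference of 1.24 (standard error 0.38), which ran from 0.98 to 1.68 with 1 array left out. The KO minus WT difference was 0.67 (standard error 0.28) for Acat3, 0.67 (standard error 0.38) for Fdps, 0.79 (standard error 0.44) for Msmo1 and 0.51 (standard error 0.37) for Nsdhl. The adjusted p of these 5 genes lay between 0.812 and 0.824 (limma). All KO arrays lay above all WT arrays for Acat3, Cyp51, Hmgcs1 and Idi1, against the 10% of probes that chance separates in either direction. KO replicate 3 fell below every WT array for Fdps, Msmo1 and Nsdhl.

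**Figure D2:**
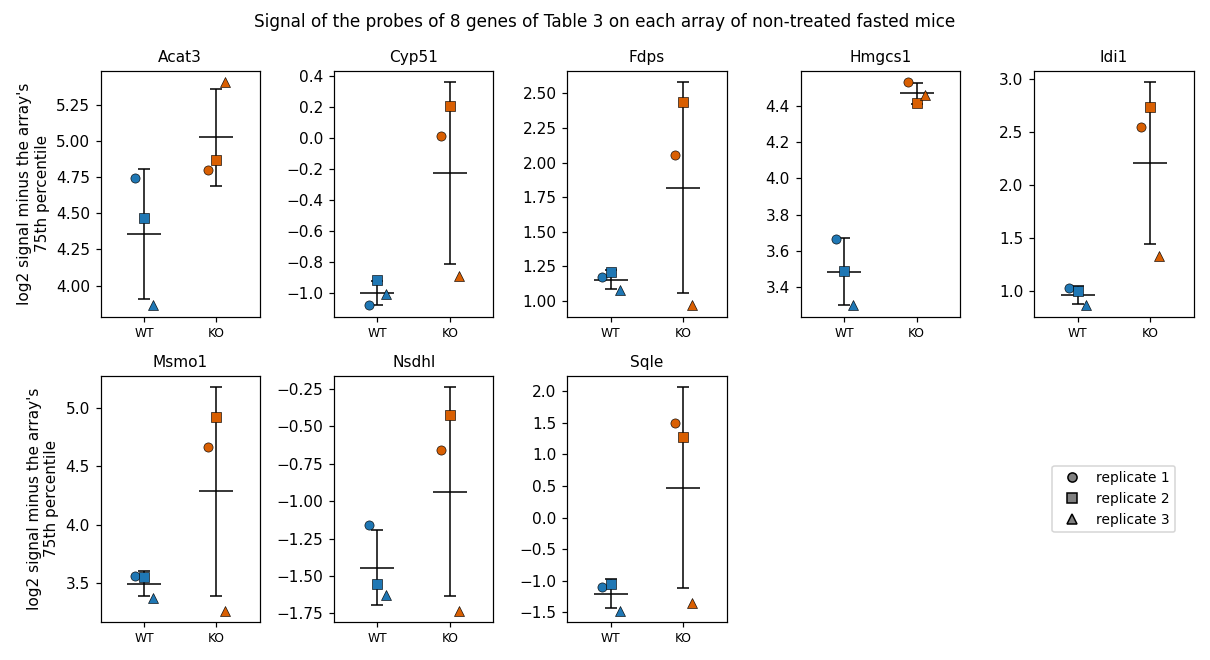
Signal of the probes of 8 genes of Table 3 on each of the 6 arrays of non-treated males (vertical axis, log2 of the processed signal relative to the 75th percentile of the array). Points are arrays, with a marker for each replicate number, and bars show mean ± SD of 3 arrays. The KO arrays lie above the WT arrays for Acat3, Cyp51, Hmgcs1 and Idi1, and the widest spread is that of Sqle in KO males, 0.48 ± 1.59.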

Cut-off: 1.5, *p*<0.05 (ANOVA).

## Discussion

Our previous study suggested that CCRP directly binds to CAR and accumulates it in the cytoplasm of HepG2 cells [15]. Our present work with livers of CCRP KO mice has now confirmed that CCRP regulates CAR-mediated activation of the *Cyp2b10* gene as well as the intracellular localization of CAR.

Since CCRP is present in both cytoplasm and nucleus in the livers, CCRP can regulate CAR activity in either or both compartments. Co-chaperone regulation in the cytoplasm has been intensively investigated in nuclear receptors. For example: FK506 binding protein 51 (FKBP51) and 52, TPR proteins within the immunophilin family, mediate the interaction between GR with HSP90 to facilitate ligand binding. Liganded GR replaces FKBP51 with FKBP52 to translocate into the nucleus [27], [28]. This role of FKBP52 was confirmed in a cell line derived from FKBP52 KO mice, although the corresponding GR-FKBP52 complex could not be found in the cytoplasm of rat livers [29], [30]. Hepatitis B virus X-associated protein 2 (XAP2), also known as AIP or ARA9, the other immunophilin type of TPR protein, promotes interaction between aryl hydrocarbon receptor (AHR) and HSP90 to translocate AHR from the cytoplasm into the nucleus after ligand binding in transformed cells such as Hepa1 cells [31]–[34]. Global knock out of XAP2 was embryonic lethal [35]. Liver-specific XAP2 KO mouse was produced [36]; however, neither an AHR-XAP2 complex nor intracellular localization has been confirmed before or after ligand treatments in the livers. Global CCRP KO mice grow normally and as to CCRP in the livers *in vivo*, it appears to constitute a regulatory system that optimizes nuclear CAR accumulation by its ability of repressing this accumulation. In addition to CAR, CCRP also interacted with GR, mineralocorticoid receptor, progesterone receptor (PR), estrogen receptor, androgen receptor and pregnane X receptor (PXR) [20], [37]–[39]. CCRP regulates interactions between PR and HSP90, and GR and HSP70 [20], [38]. In the cases of PXR, over-expression of CCRP increased the cytoplasmic level of PXR-CCRP-HSP90 complex and retained it in the cytoplasm of HepG2 cell [37]. Besides nuclear receptors, CCRP also interacted with p53 to inhibit its interaction with mouse double minute 2 homologue (MDM2) in COS1 cells [40]. Therefore, CCRP may be a common co-chaperone and the roles it plays in the cytoplasm may go far beyond CAR to many other nuclear receptors as well as signaling molecules.

CCRP is now found to engage in diverse regulations in the nucleus, one of which is epigenetic regulation. Only in the presence of CCRP does the histone of *Cyp2b10* promoter remain methylated before PB treatment and demethylated after treatment. It appears that only when this epigenetic regulation is properly integrated into CAR function that the demethylated promoter recruits RNA polymerase II for activation. On the other hand, aberrant demethylation, which occurs in the absence of CCRP or both CCRP and CAR does not enable the promoter to recruit RNA polymerase II. According to Hesterman and Brown, the AHR antagonist 3,3′-diindolylmethane (DIM) can induce AHR recruitment to the *Cyp1a1* promoter but cannot activate the gene because of the failure of histone acetylation and the recruitment of RNA polymerase II [41]. Like what different ligands can do, CCRP may determine how CAR recruits co-activators an RNA polymerase II to the promoter.

There is another possibility that explains the attenuation of *Cyp2b10* gene activation in CCRP KO mice: CCRP may be directly utilized as a transcriptional co-activator in the nucleus. There is an example that co-chaperones can work as transcriptional co-regulators. Hjd1/DNAJB1, which belongs to the HSP40 family, acts as a transcriptional repressor to down-regulate heat shock-induced factor 1 (HSF1)-mediated gene activation because HSP70 and the co-chaperone DNAJB1 interact directly with the transactivation domain of HSF1 and over-expression of them represses heat shock gene transcription [42]. ChIP assays were performed with either our own or a commercially available CCRP antibody but neither antibody was suitable for these assays.

CCRP co-regulated many of CAR-regulated *Cyp* genes which are also known to be regulated by other nuclear receptors. For example, HNF4α has been reported to regulate *Cyp2b10*, *Cyp2b13*, and *Cyp3a44* [43]. HNF4α mRNA remained unchanged in the liver by CCRP KO and down-regulated only slightly after PB treatment (data not shown). However, the interactions between CCRP and HNF4α have not been investigated, thereby remaining the possibility that HNF4α is involved in the co-regulation by CCRP. On the other hand, this type of co-chaperone-mediated specificity was previously demonstrated within AHR-regulated *CYP* genes, the *Cyp1b1* gene required the co-chaperone XAP for its full induction by TCDD, but XAP was dispensable for the full induction of the *Cyp1a1* and *Cyp1a2* genes [36]. These observations suggest that co-regulations by co-chaperones can be gene-specific; biological meanings of this specificity and its molecular mechanisms should be interesting subjects for future investigations.

Our histochemical staining of liver section with HE or oil red revealed development of steatosis and accumulation of neutral lipids in livers of CCRP KO males after 24 h fasting while no clear difference was observed in fed animals between WT and KO (data not shown). Consistent with this result, microarray analysis showed that cholesterol biosynthesizing genes were up-regulated in the livers of KO males such as *Cyp51A1*, *Hmgcs1* (3-hydroxy-3-methylglutaryl-CoA synthase 1) and *Sqle* (squalene epoxydase) (Tables 2 and 3). Other than *Acat3* (acetyl-Coenzyme A acetyltransferase 3), cholesterol synthesizing genes in Table 3 are transcriptionally regulated by SREBP1/2. Upstream analysis with IPA strongly suggested the activation of SREBP in the liver of CCRP KO mice. In addition to SREBP, since many of these genes are known to be regulated through CAR and/or PXR [44], [25], CCRP could regulate them either independently or by co-regulating nuclear receptors.

In conclusion, CCRP is capable of regulating CAR activities in both cytoplasm and nucleus in the livers *in vivo*. CCRP, acting as a co-activator, enables CAR for the *Cyp2b10* promoter to recruit RNA polymerase II. This co-regulation by CCRP may expand to other genes in future investigations. Hepatic steatosis and an increase in blood cholesterol levels suggest that CCRP may regulate diverse array of hepatic genes far beyond *Cyp* genes. Further investigations with KO mice should help us to understand CCRP biology and its molecular mechanisms.

## Supporting Information

S1 Table **Overview of top-10 up- and down-regulated genes after PB (** ***p*** **<0.05, ANOVA).** Genes represented in capital are human homolog.
(DOCX) Click here for additional data file.

## References

[1] HonkakoskiP, NegishiM (1998) Regulatory DNA elements of phenobarbital-responsive cytochrome P450 CYP2B genes. J Biochem Mol Toxicol 12:3–9.941448210.1002/(sici)1099-0461(1998)12:1<3::aid-jbt2>3.0.co;2-p

[2] SueyoshiT, KawamotoT, ZelkoI, HonkakoskiP, NegishiM (1999) The repressed nuclear receptor CAR responds to phenobarbital in activating the human CYP2B6 gene. J Biol Chem 274:6043–6046.1003768310.1074/jbc.274.10.6043

[3] WeiP, ZhangJ, Egan-HafleyM, LiangS, MooreDD (2000) The nuclear receptor CAR mediates specific xenobiotic induction of drug metabolism. Nature 407:920–923.1105767310.1038/35038112

[4] SueyoshiT, NegishiM (2001) Phenobarbital response elements of cytochrome P450 genes and nuclear receptors. Annu Rev Pharmacol Toxicol 41:123–143.1126445310.1146/annurev.pharmtox.41.1.123

[5] SugataniJ, YamakawaK, YoshinariK, MachidaT, TakagiH, et al (2002) Identification of a defect in the UGT1A1 gene promoter and its association with hyperbilirubinemia. Biochem Biophys Res Commun 292:492–497.1190618910.1006/bbrc.2002.6683

[6] UedaA, HamadehHK, WebbHK, YamamotoY, SueyoshiT, et al (2002) Diverse roles of the nuclear orphan receptor CAR in regulating hepatic genes in response to phenobarbital. Mol Pharmacol 61:1–6.1175219910.1124/mol.61.1.1

[7] KakizakiS, YamamotoY, UedaA, MooreR, SueyoshiT, et al (2003) Phenobarbital induction of drug/steroid-metabolizing enzymes and nuclear receptor CAR. Biochim Biophys Acta 1619:239–242.1257348310.1016/s0304-4165(02)00482-8

[8] YamamotoY, MooreR, GoldsworthyTL, NegishiM, MaronpotRR (2004) The orphan nuclear receptor constitutive active/androstane receptor is essential for liver tumor promotion by phenobarbital in mice. Cancer Res 64:7197–7200.1549223210.1158/0008-5472.CAN-04-1459

[9] PhillipsJM, YamamotoY, NegishiM, MaronpotRR, GoodmanJI (2007) Orphan nuclear receptor constitutive active/androstane receptor-mediated alterations in DNA methylation during phenobarbital promotion of liver tumorigenesis. Toxicol Sci 96:72–82.1717263610.1093/toxsci/kfl188

[10] KawamotoT, SueyoshiT, ZelkoI, MooreR, WashburnK, et al (1999) Phenobarbital-responsive nuclear translocation of the receptor CAR in induction of the CYP2B gene. Mol Cell Biol 19:6318–6322.1045457810.1128/mcb.19.9.6318PMC84602

[11] MutohS, OsabeM, InoueK, MooreR, PedersenL, et al (2009) Dephosphorylation of threonine 38 is required for nuclear translocation and activation of human xenobiotic receptor CAR (NR1I3). J Biol Chem 284:34785–34792.1985822010.1074/jbc.M109.048108PMC2787341

[12] KoikeC, MooreR, NegishiM (2007) Extracellular signal-regulated kinase is an endogenous signal retaining the nuclear constitutive active/androstane receptor (CAR) in the cytoplasm of mouse primary hepatocytes. Mol Pharmacol 71:1217–1221.1731431910.1124/mol.107.034538PMC2100393

[13] MutohS, SobhanyM, MooreR, PereraL, PedersenL, et al (2013) Phenobarbital indirectly activates the constitutive active androstane receptor (CAR) by inhibition of epidermal growth factor receptor signaling. Sci Signal 6:ra31.2365220310.1126/scisignal.2003705PMC5573139

[14] YangH, GarzelB, HeywardS, MoellerT, ShapiroP, et al (2014) Metformin Represses Drug-Induced Expression of CYP2B6 by Modulating the Constitutive Androstane Receptor Signaling. Mol Pharmacol 85:249–260.2425294610.1124/mol.113.089763PMC3913356

[15] KobayashiK, SueyoshiT, InoueK, MooreR, NegishiM (2003) Cytoplasmic accumulation of the nuclear receptor CAR by a tetratricopeptide repeat protein in HepG2 cells. Mol Pharmacol 64:1069–1075.1457375510.1124/mol.64.5.1069

[16] BukauB, HorwichAL (1998) The Hsp70 and Hsp60 chaperone machines. Cell 92:351–366.947689510.1016/s0092-8674(00)80928-9

[17] GreeneMK, MaskosK, LandrySJ (1998) Role of the J-domain in the cooperation of Hsp40 with Hsp70. Proc Natl Acad Sci U S A 95:6108–6113.960092510.1073/pnas.95.11.6108PMC27593

[18] LambJR, TugendreichS, HieterP (1995) Tetratrico peptide repeat interactions: to TPR or not to TPR? Trends Biochem Sci 20:257–259.766787610.1016/s0968-0004(00)89037-4

[19] ScheuflerC, BrinkerA, BourenkovG, PegoraroS, MoroderL, et al (2000) Structure of TPR domain-peptide complexes: critical elements in the assembly of the Hsp70-Hsp90 multichaperone machine. Cell 101:199–210.1078683510.1016/S0092-8674(00)80830-2

[20] BrychzyA, ReinT, WinklhoferKF, HartlFU, YoungJC, et al (2003) Cofactor Tpr2 combines two TPR domains and a J domain to regulate the Hsp70/Hsp90 chaperone system. EMBO J 22:3613–3623.1285347610.1093/emboj/cdg362PMC165632

[21] InagakiM, KomatsuY, ScottG, YamadaG, RayM, et al (2008) Generation of a conditional mutant allele for Tab1 in mouse. Genesis 46:431–439.1869327810.1002/dvg.20418PMC2637350

[22] SueyoshiT, KobayashiR, NishioK, AidaK, MooreR, et al (1995) A nuclear factor (NF2d9) that binds to the male-specific P450 (Cyp 2d-9) gene in mouse liver. Mol Cell Biol 15:4158–4166.762381010.1128/mcb.15.8.4158PMC230654

[23] SaitoK, NegishiM, James SquiresE (2013) Sexual dimorphisms in zonal gene expression in mouse liver. Biochem Biophys Res Commun 436:730–735.2379174210.1016/j.bbrc.2013.06.025

[24] SaitoK, MooreR, NegishiM (2013) Nuclear receptor CAR specifically activates the two-pore K+ channel Kcnk1 gene in male mouse livers, which attenuates phenobarbital-induced hepatic hyperplasia. Toxicol Sci 132:151–161.2329155910.1093/toxsci/kfs338PMC3576010

[25] NakamuraK, MooreR, NegishiM, SueyoshiT (2007) Nuclear pregnane X receptor cross-talk with FoxA2 to mediate drug-induced regulation of lipid metabolism in fasting mouse liver. J Biol Chem 282:9768–9776.1726739610.1074/jbc.M610072200PMC2258557

[26] LempiäinenH, MüllerA, BrasaS, TeoSS, RoloffTC, et al (2011) Phenobarbital mediates an epigenetic switch at the constitutive androstane receptor (CAR) target gene Cyp2b10 in the liver of B6C3F1 mice. PLoS One 6:e18216.2145530610.1371/journal.pone.0018216PMC3063791

[27] EcheverríaPC, MazairaG, ErlejmanA, Gomez-SanchezC, Piwien PilipukG, et al (2009) Nuclear import of the glucocorticoid receptor-hsp90 complex through the nuclear pore complex is mediated by its interaction with Nup62 and importin beta. Mol Cell Biol 29:4788–4797.1958128710.1128/MCB.00649-09PMC2725705

[28] RiggsDL, RobertsPJ, ChirilloSC, Cheung-FlynnJ, PrapapanichV, et al (2003) The Hsp90-binding peptidylprolyl isomerase FKBP52 potentiates glucocorticoid signaling in vivo. EMBO J 22:1158–1167.1260658010.1093/emboj/cdg108PMC150341

[29] HedmanE, WidénC, AsadiA, DinnetzI, SchröderWP, et al (2006) Proteomic identification of glucocorticoid receptor interacting proteins. Proteomics 6:3114–3126.1661930210.1002/pmic.200500266

[30] WarrierM, HindsTD, LedfordKJ, CashHA, PatelPR, et al (2010) Susceptibility to diet-induced hepatic steatosis and glucocorticoid resistance in FK506-binding protein 52-deficient mice. Endocrinology 151:3225–3236.2042748410.1210/en.2009-1158PMC2903936

[31] MeyerBK, Pray-GrantMG, Vanden HeuvelJP, PerdewGH (1998) Hepatitis B virus X-associated protein 2 is a subunit of the unliganded aryl hydrocarbon receptor core complex and exhibits transcriptional enhancer activity. Mol Cell Biol 18:978–988.944799510.1128/mcb.18.2.978PMC108810

[32] MeyerBK, PerdewGH (1999) Characterization of the AhR-hsp90-XAP2 core complex and the role of the immunophilin-related protein XAP2 in AhR stabilization. Biochemistry 38:8907–8917.1041346410.1021/bi982223w

[33] PetrulisJR, HordNG, PerdewGH (2000) Subcellular localization of the aryl hydrocarbon receptor is modulated by the immunophilin homolog hepatitis B virus X-associated protein 2. J Biol Chem 275:37448–37453.1098628610.1074/jbc.M006873200

[34] BellDR, PolandA (2000) Binding of aryl hydrocarbon receptor (AhR) to AhR-interacting protein. The role of hsp90. J Biol Chem 275:36407–36414.1096199010.1074/jbc.M004236200

[35] LinBC, SullivanR, LeeY, MoranS, GloverE, et al (2007) Deletion of the aryl hydrocarbon receptor-associated protein 9 leads to cardiac malformation and embryonic lethality. J Biol Chem 282:35924–35932.1791655810.1074/jbc.M705471200

[36] NukayaM, LinBC, GloverE, MoranSM, KennedyGD, et al (2010) The aryl hydrocarbon receptor-interacting protein (AIP) is required for dioxin-induced hepatotoxicity but not for the induction of the Cyp1a1 and Cyp1a2 genes. J Biol Chem 285:35599–35605.2082935510.1074/jbc.M110.132043PMC2975184

[37] SquiresEJ, SueyoshiT, NegishiM (2004) Cytoplasmic localization of pregnane X receptor and ligand-dependent nuclear translocation in mouse liver. J Biol Chem 279:49307–49314.1534765710.1074/jbc.M407281200

[38] MoffattNS, BruinsmaE, UhlC, ObermannWM, ToftD (2008) Role of the cochaperone Tpr2 in Hsp90 chaperoning. Biochemistry 47:8203–8213.1862042010.1021/bi800770g

[39] SchülkeJP, WochnikGM, Lang-RollinI, GassenNC, KnappRT, et al (2010) Differential impact of tetratricopeptide repeat proteins on the steroid hormone receptors. PLoS One 5:e11717.2066144610.1371/journal.pone.0011717PMC2908686

[40] KuboN, WuD, YoshiharaY, SangM, NakagawaraA, et al (2013) Co-chaperon DnaJC7/TPR2 enhances p53 stability and activity through blocking the complex formation between p53 and MDM2. Biochem Biophys Res Commun 430:1034–1039.2326141510.1016/j.bbrc.2012.11.121

[41] HestermannEV, BrownM (2003) Agonist and chemopreventative ligands induce differential transcriptional cofactor recruitment by aryl hydrocarbon receptor. Mol Cell Biol 23:7920–7925.1456003410.1128/MCB.23.21.7920-7925.2003PMC207605

[42] ShiY, MosserDD, MorimotoRI (1998) Molecular chaperones as HSF1-specific transcriptional repressors. Genes Dev 12:654–666.949940110.1101/gad.12.5.654PMC316571

[43] WiwiCA, GupteM, WaxmanDJ (2004) Sexually dimorphic P450 gene expression in liver-specific hepatocyte nuclear factor 4alpha-deficient mice. Mol Endocrinol 18:1975–1987.1515578710.1210/me.2004-0129

[44] YamamotoY, KawamotoT, NegishiM (2003) The role of the nuclear receptor CAR as a coordinate regulator of hepatic gene expression in defense against chemical toxicity. Arch Biochem Biophys 409:207–211.1246426010.1016/s0003-9861(02)00456-3

# Supplementary material for: The Roles of Co-Chaperone CCRP/DNAJC7 in Cyp2b10 Gene Activation and Steatosis Development in Mouse Livers
**Source:** PLoS One. 2014 Dec 26;9(12):e115663. doi: 10.1371/journal.pone.0115663
**Supplement:** S1 Table — Overview of top-10 up- and down-regulated genes after PB ( p <0.05, ANOVA). Genes represented in capital are human homolog.

Table S1. Overview of top-10 up- and down-regulated genes after PB (*p* < 0.05, ANOVA). Genes represented in capital are human homolog.

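Symbols in capitals in S1 Table stand for the mouse probes that the table names. The GDF15 line is the probe A_52_P532982 of mouse Gdf15 on chromosome 8 of mm7 (69084712 to 69084771), which rose by 4.21 on the log2 scale in WT and 2.89 in KO males after PB. GADD45A (A_51_P296608, chromosome 6, 67017167 to 67017226) rose by 4.01 in WT (standard error 0.33, adjusted p = 0.00135, limma) and by 4.36 in KO males (adjusted p = 9.0e-04). CA3 is mouse Car3 (A_52_P639461), which rose 28.3-fold in KO males (log2 4.82, standard error 0.74, adjusted p = 0.0142) and by 1.70 in WT males, where the groups overlapped. PPP1R3G (A_51_P155873) had the largest fall of the list, with a log2 change of -6.75 in KO males (standard error 1.13, adjusted p = 0.0214). Its log2 signal in PBS-treated KO males was 6.75 ± 2.93 (SD, n = 3 arrays). AGXT2L1 (A_52_P531610) changed by -4.21 in WT and -3.97 in KO males, and EGR1 (A_51_P367866) by -1.57 in WT and -4.00 in KO males.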

How the deposited data were processed for this re-analysis (not part of the article)

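Liver RNA of male mice was measured on 18 Agilent whole mouse genome arrays of 1 color and 1 design. In the PB experiment there were 12 arrays, 3 each of WT and KO males that received PBS or PB at 100 mg/kg for 6 h after fasting for 24 h. In the cholesterol experiment there were 6 arrays, 3 each of WT and KO males that were only fasted for 24 h. Conditions and replicate numbers were taken from the sample labels and the methods. Neither the labels nor the paper's text says whether an array holds RNA of 1 mouse or of a pool, so n is a number of arrays.

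The authors deposited the Feature Extraction output of each array, which gives the intensity of each spot. The scanner software had already subtracted the background and set signals near background to a small positive value, and no normalization between arrays had been applied to the deposited intensity. The paper's text names no normalization. The table of processed values that the authors deposited for the series held the same numbers as the processed signal of the scanner files, with a largest difference of 0, so it was not run as a separate alternative.

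Control spots, 1639 on each array, were left out. The processed signal of the 43379 gene spots was put on the log2 scale and the 75th percentile of each array was subtracted. Spots marked as outliers were left out and the spots of each of the 41174 probes were averaged. A probe was tested if it was well above background on every array of at least 1 group and had at least 2 values in each group. Log2 differences were tested with limma (lmFit and eBayes, two-sided) separately in the 12 PBS and PB arrays and the 6 non-treated arrays, with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. All groups of a fit shared one estimate of the spread. The comparisons were PB against PBS in WT, PB against PBS in KO, the difference between these responses, KO against WT under PBS, and KO against WT in non-treated males. Numbers at an unadjusted p below 0.05 are given alone, as the methods define PB responsive genes, and with cut-offs of 2-fold after PB, from Table 1, and 1.5-fold in non-treated males, from Table 3. The latter are called numbers with the fold cut-off. The number of arrays limits the precision of every value.

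Where a gene had several probes, the one that S1 Table names was used, otherwise the one with the highest mean signal, and the text says where other probes disagreed. Of the 23837 probes with a RefSeq mRNA accession, 22951 were given a current symbol through the RefSeq gene table of GRCm38.p6. All others kept the name in the files. Coordinates are those of the files, on mm7. The genes named are Dnajc7, the genes of Table 1, Table 3 and S1 Table, the regulators named in the text, and in each comparison the 3 largest rises and 3 largest falls past the adjusted threshold whose groups did not overlap and whose brighter group was well above background on all arrays. A probe that was not well above background on any array of the dimmer group is given as a lower bound of the fold change.

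Lists of genes were tested with the limma functions camera (preset correlation 0.01, on the moderated statistics) and fry, with the brightest probe of each gene, 14 lists in 5 comparisons, 70 tests, adjusted together. The lists were cholesterol biosynthesis, lipogenic SREBP1 targets, glutathione transferases, Table 1, Table 3, genes induced by fasting, clock genes of the evening and of the morning, immediate early genes, markers of pancreas, blood and adipose tissue, and the genes named in the text. The results of 1 further list and of some genes are not reported here, so the lists given are not all that were tested. Other splits of the same arrays into groups of the same sizes, 10 for 3 against 3 and 100 drawn for the difference of the responses, showed how often a count as large arises. List means were compared with exact permutations of 400 arrangements, and their changes within replicate numbers with 20 arrangements. The exact permutations covered 5 of the 14 lists and were adjusted over those 5 alone. Lists were also compared with 10000 random lists matched on mean signal among the 100 nearest probes on either side.

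The comparisons, the lists and the alternatives below were chosen before the data were examined, apart from the restrictions to some of the slides and the tests that the closing parts name. The alternatives for the signal were quantile normalization, the median in place of the 75th percentile, and normexp background correction with an offset of 50. Those for the probes were no filter on dim probes, a filter on every array, and a floor at the lowest signal well above background. Others were outlier spots kept, genes in place of probes, and leaving out each array in turn. Blocks were the replicate number, the slide or the scan date, and the slide as a random block. Further fits were only the arrays of the groups compared, limma with trend and robust, and a plain test per probe. The plain test used only the arrays of the groups compared, except for the difference of the responses. The methods name an ANOVA without saying which groups it covered.

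The replicate numbers were checked as pairs through the correlation of the deviations of arrays from their group means. It was 0.61, 0.67 and 0.90 between WT PBS and WT PB arrays of the same number and 0.53, 0.15 and 0.26 between WT and KO non-treated arrays, where arrays of the same number share a slide. Correlations between arrays of unlike numbers were not set beside these, so the values do not show pairing by number. In WT males the later scan of slide 3 sets both replicate 3 arrays apart, which by itself can give positive values. The correlation of arrays on a slide was 0.55 in the PB experiment and 0.15 in the other.

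The procedure was tested on simulated arrays in which 200 probes were changed. Of changes of 2 on the log2 scale, the test recovered 62.5% for PB in WT, 75% for PB in KO, 15% for the difference of the responses and 77.5% for KO against WT under PBS, among 19992 probes, and 78.5% for non-treated males, among 30501 probes. Of changes of 1, it recovered 0% in each comparison.

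The programs were R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Quantitative PCR, chromatin immunoprecipitation, western blots, histology and serum measurements were not analysed here, and the pathway scores of IPA, which need its knowledge base, were not computed.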

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

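The restrictions to slides 1 and 2, the permutation of changes within replicate numbers, the matched random lists for the difference of the PB response, and the count of probes that part KO from WT arrays in every set near Dnajc7, elsewhere and on other chromosomes were chosen only after the results were seen.

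The paper does not report a comparison of KO with WT males under PBS. In that comparison limma called 54 probes at an adjusted p of 0.05, 27 higher and 27 lower in KO males, and 3097 at an unadjusted p below 0.05. Among the probes with the largest changes, Adra2a (A_51_P434567) was at least 30.0-fold higher in KO males (adjusted p = 0.0209, limma), and its second probe at least 11.4-fold higher. Lepr was higher by 6.03 on the log2 scale (standard error 0.75). The lower probes were Tmem35a, at least 3.88-fold lower, E430014L09Rik, at least 2.87-fold lower, and AK050066, at least 2.22-fold lower. With the replicate number as a block the second Adra2a probe (adjusted p = 0.0581, limma), E430014L09Rik (0.0644) and AK050066 (0.0526) were no longer called. The same comparison after PB gave 4 probes, 2 higher and 2 lower, with 892 at an unadjusted p below 0.05.

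Against the slides as the whole cause, slides 1 and 2 alone, which hold both genotypes, gave 89 probes under PBS, although with the slide as a block as well they gave 8. The count rests on single arrays. Without WT PBS replicate 1 limma called 0 probes, with 2796 at an unadjusted p below 0.05. A fit of the PBS arrays alone also called 0, with 2361 at an unadjusted p below 0.05. Of the 10 splits of the 6 PBS arrays, 1, the real one, gave as many probes, and the largest other count was 0, but 10 splits cannot exclude chance. One array that differs from its group for technical reasons, a difference between the mice sampled and an effect of the missing gene all stay open.

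The PB response of 20 cholesterol biosynthesis genes differed between KO and WT males. In WT males the list mean fell by 0.39 on the log2 scale (adjusted p = 0.00142 with camera and 0.396 with fry), with 5 genes higher and 15 lower. In KO males it rose by 0.97 (adjusted p = 1.11e-06 with camera and 0.0408 with fry), with all 20 genes higher, and 7 of them were past 0.05 when adjusted over the list alone. The difference, KO minus WT, was 1.36, again with all 20 genes higher (adjusted p = 8.59e-16 with camera and 0.0410 with fry). Permuting the arrays within each genotype gave an exact p of 0.01, where 0.005 is the smallest that 400 arrangements can give, and 0.0375 after adjustment over 5 lists. The 9 genes of Table 3, 8 of which are in the list, differed by 1.81 (adjusted p = 1.31e-09 with camera and 0.0675 with fry, adjusted exact p = 0.0375). Their mean changed by -0.62 in WT males (adjusted p = 0.0109 with camera and 0.436 with fry) and by 1.19 in KO males (adjusted p = 3.20e-04 with camera and 0.0675 with fry).

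The tables argue against slides 3 and 4, which hold 1 genotype each, as the cause of the cholesterol difference. On slides 1 and 2 alone it was 1.69, from -0.58 in WT and 1.12 in KO males. They also argue against a shift of all probes of the same brightness. The list median of the difference, 1.33, was at percentile 100 of 10000 random lists matched on signal, 95% of which lay between -0.23 and 0.16. The difference was 1.32 under quantile normalization and under normexp background correction, and 1.07 without WT PBS replicate 1. The fall in WT males rests largely on that array, since without it the list mean changed by -0.11 and that of Table 3 by -0.20. It had the highest list mean among PBS arrays, 0.63 against -0.09 and -0.27 for the others of its group, and KO PB replicate 2 the highest of all, 1.18 against 0.43 and 0.16. Within replicate numbers the list changed by -0.84, -0.28 and -0.05 in WT and by 0.57, 1.72 and 0.60 in KO males, with no overlap (exact permutation p = 0.1, the smallest possible there). Differences among single mice, in handling or time of sampling for example, were not tested and stay open beside an effect of genotype on the response. A genotype effect on the response is therefore a hypothesis that these arrays are consistent with.

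The PB response of 21 glutathione transferase genes, of 22 in the list, differed by 0.45 between KO and WT males, with 17 genes higher (adjusted p = 1.78e-05 with camera and 0.00995 with fry). The list rose by 0.20 in WT males (adjusted p = 0.149 with camera and 0.0525 with fry) and by 0.65 in KO males (adjusted p = 6.24e-07 with camera and 1.27e-04 with fry). It was lower in KO males under PBS by -0.42, with 17 of 21 genes lower (adjusted p = 0.00289 with camera and 0.00427 with fry). The calls for KO males, for the difference and under PBS hold under both tests. Permuting the arrays without regard to the slides gave an exact p of 0.135 for the difference. Within replicate numbers, which share a slide, the list changed by 0.16, 0.23 and 0.21 in WT and by 0.50, 0.76 and 0.71 in KO males, with no overlap (exact permutation p = 0.1, the smallest that 3 against 3 allow). With arrays as the unit the difference is therefore neither shown nor excluded. Gsta2, also in Table 1, is a member. The tables argue against slides 3 and 4 as the cause, since on slides 1 and 2 alone the mean difference was 0.43. It was 0.46 with the slide as a block, 0.43 under quantile normalization, 0.44 under normexp background correction, 0.46 with outlier spots kept and 0.45 without WT PBS replicate 1. Differences among single mice or in their handling were not tested and stay open beside an effect of genotype.

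The difference between KO and WT males in immediate early genes was not the same in the 2 sets of mice. Non-treated minus PBS-treated, it was -1.48 (exact permutation p = 0.01, adjusted p = 0.025 over 5 lists). Under PBS all 9 genes tested were higher in KO males, by a mean of 1.26 (adjusted p = 3.37e-06 with camera and 0.0179 with fry), and in non-treated males 1 of 8 was higher, with a mean of -0.22 (adjusted p = 0.164 with camera and 0.234 with fry). After PB the list fell by 1.28 in KO males (adjusted p = 8.54e-07 with camera and 0.0110 with fry). In WT males its mean change was -0.13 and its median change 0.14 (adjusted p = 0.366 with camera and 0.865 with fry). The KO minus WT difference of the response was -1.15 (adjusted p = 3.37e-06 with camera and 0.0525 with fry, exact p = 0.095). Within replicate numbers the changes were 0.28, -0.31 and -0.36 in WT and -0.57, -1.69 and -1.58 in KO males, with no overlap (exact permutation p = 0.1, the smallest possible there). On slides 1 and 2 alone the list was 1.42 higher in KO males under PBS, which argues against slides 3 and 4 as the cause. The list means of the PBS arrays were 0.67, 1.19 and 1.08 in KO and -0.75, -0.23 and 0.16 in WT males. Genes of this kind respond within minutes to handling, so a difference in how the PBS-treated mice were handled or sampled may account for it. That was not tested, and an effect of genotype stays open.

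Non-treated minus PBS-treated, the difference between KO and WT males was 0.90 for the cholesterol list (exact permutation p = 0.04, adjusted p = 0.05), 1.33 for Table 3 (p = 0.04, adjusted p = 0.05 in the same exact test) and 0.46 for the glutathione transferases (p = 0.05 before and after adjustment in the exact test). The sets were measured on different slides and scanned on different days, and their mice differed in handling, since only one set was treated with PBS and the methods name different ways of killing. Slides and handling cannot be told apart, because no slide holds both sets.

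Probes whose KO and WT arrays did not overlap, in the same direction, in the PBS, PB and non-treated sets numbered 36 of the 18160 probes placed on the genome. Chance at 1 in 20 per set and direction would give 4.54 such probes if the sets were independent. The PBS and PB sets share slides, so their separations are not independent. Of these, 3 lay within 10 Mb of the Dnajc7 probe, Med1, Crkrs and 2600001B17Rik on chromosome 11 (chosen after their values were seen). They are 0.901% of the 333 probes tested there, against 0.185% of 17827 elsewhere (odds ratio 4.90, Fisher exact p = 0.0279). Med1 (98263356 to 98263415, 2.43 Mb from the Dnajc7 probe) was higher in KO males by 2.00 under PBS, 1.68 after PB and 1.15 in non-treated males. The values of 2600001B17Rik (102271913 to 102271972) were 1.18, 1.03 and 1.38, and those of Crkrs (98362124 to 98362183) were 1.44, 1.08 and 0.54. This is consistent with alleles of the 129SvEv strain of the targeted stem cells that remain linked to Dnajc7, as a hypothesis from 3 probes on the same data. An effect of the missing co-chaperone on these genes stays open. Linked alleles cannot explain the 32 probes that lie on other chromosomes. Chance may give some of these, and unlinked alleles of that strain were not tested.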

How the results depend on the processing

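The restrictions to slides 1 and 2, to slides 1, 2 and 4 and to slides 1, 2 and 3 were chosen only after the data were seen. Where a value changed below, the cause was not tested unless it is named.

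Under every alternative run, the Cyp2b10 difference of the PB response kept its sign and stayed above the adjusted threshold, and limma called 0 probes between non-treated KO and WT males, with 1332 to 2275 at an unadjusted p below 0.05. The means of the cholesterol list kept their signs. They were no longer called with fry in place of camera, at -0.461 under PBS (adjusted p = 0.277) and 0.443 in non-treated males (adjusted p = 0.235). Leaving out WT PBS replicate 1 brought the PBS mean to -0.16, the only leave-one-out fit of 12 in which camera did not call it. All 6 fits called the list in non-treated males.

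Without the fold cut-off, the numbers at an unadjusted p below 0.05 became 1033 in WT, 2769 in KO and 1781 in non-treated males, by construction. With normexp background correction and the fold cut-off they were 273, 797 and 241, and the PBS comparison had 20 probes. Normexp with an offset pulls dim signals together, so fewer probes reach the cut-off. Quantile normalization gave 1 probe for the difference of the responses and 33 for KO against WT under PBS. With median scaling the median of all probes moved by -0.11 for PB in KO, by -0.22 for the difference and by 0.15 for KO against WT under PBS. No count changed by over 1.5 times under that scaling.

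With no filter on dim probes, more probes enter the adjustment. The adjusted counts were 8 in WT, 75 in KO and 4 under PBS, and the counts at the unadjusted threshold with the fold cut-off 830 in WT and 1269 in non-treated males. The median of all probes was then 0.11 for PB in WT and 0.17 for PB in KO. Requiring every array to be well above background, which tests fewer probes, gave 344 with the fold cut-off in WT and 33 under PBS. With outlier spots kept, the counts were 12 in WT, 152 in KO and 26 under PBS.

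The replicate number as a block, which pairs the arrays, left each count within 1.5 times the value reported, with 27 probes in WT, 292 in KO and 39 under PBS. It called 0 for the difference, with 1030 at an unadjusted p below 0.05. The slide as a block gave 85 in WT, 1391 in KO and 186 under PBS. As a random block it gave 194, 1667 and 801, and 4 for the difference. The scan date as a block gave 80, 1083 and 449. The correlations of arrays with the same number, 0.01, -0.19 and -0.05 between WT and KO after PB, 0.13, -0.03 and 0.00 under PBS and -0.02, 0.25 and 0.17 between KO PBS and KO PB, showed no pairing there.

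With only the arrays of the groups compared, limma called 3 probes in WT and 0 under PBS, where 2361 had an unadjusted p below 0.05. There the spread is estimated from fewer arrays. Trend and robust in limma gave 85 under PBS. A plain test per probe shares no spread between probes and here also used only the arrays of the groups compared. It called 0 in WT with 1106 at an unadjusted p below 0.05, 1 in KO, and 0 under PBS with 2255. With the fold cut-off it gave 342 in WT and 464 in non-treated males.

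Slides 1 and 2 alone gave 147 probes in KO, 4 for the difference and 89 under PBS. With the slide as a block as well they gave 809 with the fold cut-off in WT, 103 in KO and 8 under PBS. Slides 1, 2 and 4 gave 659 in KO, 2 for the difference and 274 under PBS. Slides 1, 2 and 3 gave 13 in WT, 55 in KO, 2 for the difference and 35 under PBS.

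Leaving out 1 array at a time, where a group of 2 keeps the spread of all groups, gave 7 (without WT PB replicate 2) to 43 (without WT PBS replicate 3) probes in WT. In KO it gave 43 (without KO PB replicate 3) to 306 (without WT PBS replicate 3). At an unadjusted p below 0.05 with the fold cut-off the range was 519 (without KO PB replicate 3) to 1225 (without WT PBS replicate 3) in WT, with 1021 without WT PB replicate 3, and 1193 to 1898 in KO. For the difference the range was 0 to 7 (without KO PB replicate 1). Under PBS it was 0 (without WT PBS replicate 1, with 2796 at an unadjusted p below 0.05) to 92 (without WT PBS replicate 3). The Cyp2b10 difference ran from -2.61 to -1.39. The cholesterol mean ran from -0.66 to -0.16 under PBS and from 0.26 to 0.65 in non-treated males. The non-treated count with the fold cut-off ran from 736 to 1123.

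Of 4797 values of named genes under the alternatives, 4417 kept their direction and side of the threshold, 263 were no longer past it, 110 came past it, 7 moved when all probes of a gene were averaged, and 0 changed sign past the threshold. Of those that left the threshold, 150 did so with an array left out and 43 in the plain test. Of those that came past it, 31 did so with the slide as a random block.

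For non-treated males, the scan date as a block, the slide as a block and the fit of only the groups compared were not run, since the arrays share 1 date, slides equal replicate numbers and both groups are the whole fit. The signal over background limits what can be tested, and a change of 1 on the log2 scale in 3 against 3 arrays was below what the simulated arrays recovered.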

Differences from the paper's values

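The slide restrictions named at the end were chosen only after the values were seen; the other settings were set before the data were examined.

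Table 1 gives the paper's fold change of Cyp3a44 in KO males as 7.582, and here it was 3.32. For this probe it came within 1.5 times the paper's value, or within the spread between arrays, under 0 of 27 alternatives. A second Cyp3a44 probe (A_52_P366803) rose 5.90-fold, or 8.38-fold with outlier spots kept, and both values are within 1.5 times the paper's. The mismatch therefore depends on the probe. The paper's text names CYP3A5 where Table 1 lists Cyp3a44.

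Table 1 lists Cyp7a1 in KO males among the down-regulated genes with the paper's value of 3.289. Here the probe rose 3.50-fold, and in none of 27 alternatives did it fall. It is also the only value of Table 1 that was not called here in the direction given, under any setting run.

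In S1 Table the paper's fold changes in WT males were 9.491 for TGFBR2, -9.454 for EHF and -6.099 for 4833431D13Rik. Here they were 2.90, -1.24 and 1.52. The paper's value for DUSP8 in KO males was -27.134 and here it was -10.7. Each came that close to the paper's value with outlier spots kept and under no other of the alternatives, which numbered 27 for TGFBR2 and DUSP8 and 26 for EHF and 4833431D13Rik. Of the 78 fold changes of S1 Table, 44 were measured here as folds, and 38 of these were within 1.5-fold of the paper's. The other 34 are only lower bounds, so they were not compared in this way.

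The paper's numbers of PB responsive genes were 1302 in WT and 2744 in KO males. The methods define them by p alone. By that rule limma gave 1033 and 2769 probes here, both within 1.5 times the paper's numbers, and a plain test per probe 1106 and 3247. With the 2-fold cut-off of Table 1 added, 523 and 1481 remained, which is further off. Of 28 alternatives to this last count, 3 came within 1.5 times the paper's value in WT males: without the fold cut-off (1033), without WT PBS replicate 3 (1225) and without WT PB replicate 3 (1021). In KO males 4 did: without the fold cut-off (2769), no filter on dim probes, the slide as a random block, and without KO PBS replicate 3. The others did not.

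Of 8 genes that Table 3 lists as higher in non-treated KO males, 3 passed its cut-off with an unadjusted p below 0.05 in limma. Acat3 also passed under quantile normalization, normexp background correction, trend and robust in limma, and without WT replicate 1. Sqle also passed with the replicate number as a block and without KO replicate 3. Fdps, Msmo1 and Nsdhl passed only without KO replicate 3. The paper's text names Sqle among the increased genes, and here its difference was 1.68 with an unadjusted p above the threshold.

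Of the 78 changes of S1 Table, 57 were called here at an unadjusted p below 0.05 with the 2-fold cut-off. Requiring every array to be well above background left 28. Fewer were also called with normexp background correction (44), genes in place of probes (46) and a floor at the lowest signal well above background (50). With no filter on dim probes 69 were called. That setting added KRTDAP, G2E3, 1700030N03Rik, KIF27, 1700066J03Rik, ROR1, D330013E07Rik, LIMCH1 and NXF2/NXF2B in WT males and Gm20172, E130006D01Rik and Sry in KO males. Without WT PBS replicate 3, Sry, ROR1, D330013E07Rik, LIMCH1 and NXF2/NXF2B also passed. Without WT PB replicate 1, 1700030N03Rik passed. Without WT PB replicate 2, G2E3, KIF27 and 1700066J03Rik passed, and without WT PB replicate 3, KRTDAP and LRCH2. Without KO PB replicate 1, Gm20172, E130006D01Rik and Sry passed, and without KO PB replicate 3, OR51M1 and SLC6A15. Slides 1 and 2 alone, with or without the slide as a block, and slides 1, 2 and 4, all chosen after seeing the values, called KRTDAP, ROR1, LIMCH1 and NXF2/NXF2B. Gm9777 passed under quantile normalization, median scaling, outlier spots kept, the slide as a fixed or random block, the scan date as a block, only the groups compared, and without WT PBS replicate 2 or 3, WT PB replicate 1 or 3, KO PBS replicate 3 or KO PB replicate 3. Trim30b, PRSS56, EHF, 4833431D13Rik and Retnlb passed under no setting run.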

Other observations

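The restriction to slides 1 and 2, the changes within replicate numbers, the comparison of genotype gaps under PBS and PB, the probes on chromosomes other than that of Dnajc7, the test of a mislabelled array, and the rule that fry must also call the cholesterol list under PBS before a genotype effect in every fasted set is excluded were chosen only after the results were seen.

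Limma called more probes after PB in KO than in WT males, 11.2 times as many. The scan of WT replicate 3 on a later day was weighed first. On slides 1 and 2, where all groups are present, the KO count was 4.9 times the WT count (147 against 30), and 2.24 times at the unadjusted threshold. With the slide as a block on those slides it was 5.15 times. The later scan is therefore not the whole cause. A candidate explanation is that KO males differed from WT males more under PBS than after PB. Of the 236 probes called in KO males, 182, or 77.1%, had a wider gap between the genotypes under PBS. In 20 simulated sets with one response in both genotypes this share was 46.3% to 56.6%. The median gaps were 0.99 under PBS and 0.31 after PB. The calls and the gaps share the KO PBS arrays, so this remains a hypothesis, and single PBS arrays stay open as its source.

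Other splits of the same arrays gave the following. For PB in WT males, 2 of 10 splits gave 21 or more probes. The other one set WT PBS replicate 1 and WT PB replicates 1 and 2 against the rest, which follows slide 3 and its scan in part. With the slide as a block the real split gave 85. WT arrays of the same replicate number share a slide. Of the 4 splits that part all these pairs 1, the real one, gave as many. The splits outside these 4 keep some pairs on one side. For PB in KO males 1 of 10 splits, the real one, was as large, and the largest other count was 2. With 10 splits chance cannot be excluded for either. For the difference of the responses limma found 0 probes (767 at an unadjusted p below 0.05), so all 100 splits drawn reach that count whatever the data. The comparison says nothing about chance. The largest count of another split was 397.

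In non-treated males the real count was also 0, which all 10 splits must reach, so that comparison is void too. The split of WT replicate 1 and KO replicates 1 and 2 against the rest gave 90. A mislabelled array was weighed. The probes that part the genotypes most widely on the PBS and PB arrays, Tmem35a and Med1 (chosen after their values were seen), also part the non-treated arrays, with gaps of -0.43 and 0.68. That argues against a swapped array. What sets these arrays apart from the rest was not tested.

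The higher cholesterol list of non-treated KO males was tested against the signal level. Its median, 0.32, lay at percentile 100 of 10000 matched random lists, 95% of which lay between -0.15 and 0.05, which argues against a shift of all probes of that brightness. It was also asked whether KO males are higher in every fasted set. Under PBS the list mean was -0.46, with 6 genes higher and 14 lower (adjusted p = 0.0175 with camera and 0.277 with fry). The median, -0.37, lay at percentile 0.03 of the matched lists, which for this comparison spanned -0.15 to 0.33. The PBS mean was -0.16 without WT PBS replicate 1, and the KO and WT arrays overlapped. Whether the effect of genotype on this list is alike in all fasted mice therefore cannot be told from these arrays. The further list whose results are not reported was left out of this judgement. The treatment with PBS, the way of killing, the slides and differences between single mice stay open. Among the genes of Table 3 under PBS, Acat3 changed by -1.89 (adjusted p = 0.0857, limma, or 0.0470 with the scan date as a block and 0.0286 with the slide as a random block), Hmgcs1 by -1.10, Msmo1 by -1.08 and Idi1 by -0.94, and Cyp51, Fdps, Nsdhl and Sqle by -0.07 to 0.24. The Nsdhl probe here (A_52_P297803) is not the one given for non-treated males (A_52_P1013551). Under PBS the latter was at -1.87, -2.31 and -1.87 in WT and -2.16, -2.11 and -2.38 in KO males. The mean of Table 3 was -0.47 (adjusted p = 0.156 with camera and 0.494 with fry).

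Alleles linked to the targeted gene were first to be looked for among probes called in both sets of mice. Of 21048 probes placed, 387 of them within 10 Mb of Dnajc7, 0 were called in both by limma, since none was called in non-treated males (1781 at an unadjusted p below 0.05). That test is void. Of the probes that parted the genotypes in every set, 32 lay on other chromosomes, which linked alleles cannot explain, though chance may give some. One of them was Tmem35a on chromosome X, lower by -1.72 in non-treated KO males, where it was well above background on all 6 arrays. Under PBS and after PB it was not well above background on any KO array, so no exact difference is given there. Both Alas1 probes on chromosome 9 were lower in KO males, by -1.38, -1.37 and -1.03 for A_52_P129756 and by -0.75, -0.57 and -1.04 for A_51_P128929 (chosen after their values were seen).

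Of the genes of the receptors, Nr1i3, which encodes CAR, was lower in KO males by -1.23 under PBS on all arrays (adjusted p = 0.221, limma), and by -0.12 in non-treated males. It changed by -0.42 after PB in WT and 0.13 in KO males. Hnf4a (A_52_P683991) differed between KO and WT males by 0.93 under PBS, or 0.46 without WT PBS replicate 3, which was scanned later, and by -0.09 in non-treated males. After PB it changed by -0.55 in WT males, by -0.48, -0.46 and -0.70 within replicate numbers, and by -1.13 in KO males, lower on all arrays (adjusted p = 0.403). The KO fall was called with the slide (adjusted p = 0.0473, limma) or the scan date (0.0483) as a block, but not with the replicate number (0.276) or the slide as a random block (0.0667). The other probes changed by -1.09 and -1.01 in KO males. Rxra changed by -0.04 in WT and -0.17 in KO males after PB, and differed by -0.06 in non-treated males. In non-treated males Cyp2b10 was lower in KO than in WT males, by -1.05 (adjusted p = 0.812) and, for its second probe, by -0.78, and Cyp2b13 by -0.94.

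The Table 1 genes as a list rose by 1.57 in WT (adjusted p = 2.46e-22 with camera and 6.27e-05 with fry) and by 1.74 in KO males (2.89e-15 and 3.98e-05). The study chose them on these arrays, so this is not independent evidence. Their difference was 0.17 (0.244 and 0.487). Under PBS their mean was 0.16 and their median -0.36 (0.766 and 0.453), and in non-treated males -0.09 and 0.01 (0.638 and 0.894). The lipogenic SREBP1 targets, 11 tested after PB, had a mean of 0.17 and a median of -0.06 in WT males (adjusted p = 0.484 with camera and 0.436 with fry). Their mean was 0.34 in KO males (0.0804 and 0.0828), 0.18 for the difference (0.164 and 0.415) and -0.25 under PBS (0.256 and 0.220), and that of the 12 tested in non-treated males was 0.03, with 7 genes higher and 5 lower (0.548 and 0.636). The 7 of 9 genes named in the text that were tested changed by -0.16, 0.02 and 0.18 in WT, KO and their difference. Under PBS their mean was -0.12 and their median 0.02, with none of these called. In non-treated males their mean was 0.23 (adjusted p = 0.0105 with camera and 0.0675 with fry), not called with the replicate block (0.0799).

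Genes induced by fasting, 11 tested, fell by 0.67 after PB in WT (adjusted p = 2.29e-04 with camera and 0.0950 with fry) and by 0.94 in KO males (1.86e-04 and 0.0366), where the call holds under fry. The difference was -0.28 (0.233 and 0.454), and KO against WT gave 0.42 under PBS (0.137 and 0.220) and -0.01 in non-treated males (0.633 and 0.733). Evening clock genes, 8 tested, changed by 0.14 in WT, 0.34 in KO (0.256 and 0.0366) and 0.20 for the difference, and KO against WT by -0.31 under PBS (0.138 and 0.0410) and -0.13 in non-treated males. Camera called none of these, and fry called those for KO and under PBS. Of 3 morning clock genes, 2 were tested on the PBS and PB arrays. They changed by -0.98 in WT (adjusted p = 0.0527 with camera), -1.14 in KO (0.0619), -0.16 for the difference and 0.99 under PBS (0.0920), and the 3 in non-treated males by 0.09. Fry was not run on 2 genes.

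Marker genes of other tissues were tested only where liver arrays were well above background for them, so the liver samples gave a signal for each gene tested. Of 7 pancreas genes, 2 were tested after PB, with -0.44 in WT, 1.66 in KO (adjusted p = 0.0496 with camera and 0.0544 with fry), 2.10 for the difference (0.00172 and 0.0622) and -1.19 under PBS (0.10 and 0.0675). All 7 were tested in non-treated males, with a mean of 0.44 (0.595 and 0.733, and 0.0496 with camera and the replicate block). Of 4 blood genes, 3 were tested after PB, with 0.64 in WT (0.0173 and 0.0622), 0.43 in KO and -0.21 for the difference, and under PBS a mean of -0.10 and a median of 0.28. All 4 were tested in non-treated males, with -0.41 (0.0759 and 0.303, and 0.00745 with camera and the replicate block). Of 5 adipose genes, 3 were tested after PB, with -0.71 in WT, 1.64 in KO (0.0393 and 0.0601), 2.35 for the difference (2.12e-04 and 0.0617) and -0.17 under PBS. All 5 were tested in non-treated males, with 0.55 (0.0168 and 0.117). None of the camera calls of these lists held under fry. Whether other tissue was in the samples was not tested further.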
